# Histone N-terminal acetyltransferase NAA40 links one-carbon metabolism to chemoresistance

**DOI:** 10.1038/s41388-021-02113-9

**Published:** 2021-11-16

**Authors:** Christina Demetriadou, Anastasia Raoukka, Evelina Charidemou, Constantine Mylonas, Christina Michael, Swati Parekh, Costas Koufaris, Paris Skourides, Panagiotis Papageorgis, Peter Tessarz, Antonis Kirmizis

**Keywords:** Cancer metabolism, Colorectal cancer, Histone post-translational modifications, Transcription

## Abstract

Aberrant function of epigenetic modifiers plays an important role not only in the progression of cancer but also the development of drug resistance. N-alpha-acetyltransferase 40 (NAA40) is a highly specific epigenetic enzyme catalyzing the transfer of an acetyl moiety at the N-terminal end of histones H4 and H2A. Recent studies have illustrated the essential oncogenic role of NAA40 in various cancer types but its role in chemoresistance remains unclear. Here, using transcriptomic followed by metabolomic analysis in colorectal cancer (CRC) cells, we demonstrate that NAA40 controls key one-carbon metabolic genes and corresponding metabolites. In particular, through its acetyltransferase activity NAA40 regulates the methionine cycle thereby affecting global histone methylation and CRC cell survival. Importantly, NAA40-mediated metabolic rewiring promotes resistance of CRC cells to antimetabolite chemotherapy in vitro and in xenograft models. Specifically, NAA40 stimulates transcription of the one-carbon metabolic gene thymidylate synthase (*TYMS*), whose product is targeted by 5-fluorouracil (5-FU) and accordingly in primary CRC tumours *NAA40* expression associates with *TYMS* levels and poorer 5-FU response. Mechanistically, NAA40 activates *TYMS* by preventing enrichment of repressive H2A/H4S1ph at the nuclear periphery. Overall, these findings define a novel regulatory link between epigenetics and cellular metabolism mediated by NAA40, which is harnessed by cancer cells to evade chemotherapy.

## Introduction

Histone acetyltransferases (HATs) play a pivotal role in the regulation of gene transcription and chromatin structure by transferring an acetyl group from acetyl-CoA to either the side chain of internal lysine residues or the N-terminal tip of histone proteins [1]. Several studies have linked aberrant histone lysine acetylation with cancer progression and chemoresistance, suggesting that HAT enzymes could be attractive therapeutic targets [2]. N-alpha-acetyltransferase 40 (NAA40), a member of the N-terminal acetyltransferase (NAT) family of enzymes, serves as a highly selective HAT by acetylating specifically the alpha-amino group of serine 1 on histones H4 (N-acH4) and H2A (N-acH2A) [3]. A recent multi-omic analysis revealed that NAA40 is upregulated in a diverse range of tumours and correlates with poor overall survival of cancer patients [4]. In addition, accumulating evidence derived from in vitro, in vivo and clinical studies by our group and others implicate NAA40 and its associated histone N-terminal acetylation in tumour growth and metastasis of different cancers including lung, liver and colorectal cancer (CRC) [5–7]. Despite its importance in cancer development and metastasis, the role of this epigenetic modifier in cancer chemotherapy response remains elusive.

In order for tumour cells to acquire and maintain unabated cell proliferation and chemoresistance they need to rewire their metabolic program favoring core functions like nucleotide biosynthesis and energy production [8]. Emerging evidence demonstrate that metabolism dynamically communicates with the cellular epigenetic machinery influencing one another [9]. In fact, epigenetic rewiring during malignant transformation enables histone modifiers and their mediated histone marks to directly affect metabolic gene expression. Reciprocally, hijacking the metabolic network influences the availability of crucial intermediate metabolites such as acetyl-coenzyme A (ac-CoA) and S-adenosylmethionine (SAM), which serve as substrates of chromatin-modifying enzymes thus impacting epigenetic modifications [10]. Although various studies so far showed that metabolic rewiring contributes to epigenetic alterations in cancer cells conferring enhanced growth and metastatic potential, far less is known about the regulation of metabolism by chromatin-modifying factors in controlling anti-cancer drug therapy.

In this study, we found that NAA40 regulates the expression of genes encoding vital enzymes involved in one-carbon (1 C) metabolic network thereby influencing the abundance of intermediary metabolites of this pathway including S-adenosyl methionine (SAM) and uridine monophosphate (UMP). As a result, NAA40 depletion induces global histone methylation levels and attenuates CRC cell survival. Notably, NAA40-mediated activation of the 1C-metabolic gene *TYMS* confers 5-FU resistance to CRC cells and in human colorectal tumours NAA40 expression positively correlates with *TYMS* levels and worse response of patients to 5-FU-based chemotherapy. At the molecular level, we show that NAA40 stimulates transcription of *TYMS* by controlling the spatial distribution of its antagonistic histone mark H2A/H4S1ph within the nucleus. Collectively, these findings reveal NAA40 as novel regulator of cancer cell metabolism and provide new insight for predicting or overcoming therapy resistance in colorectal cancer.

## Results

### NAA40 regulates one-carbon metabolism in colorectal cancer cells

Considering that NAA40 was recently reported to be significantly elevated in colorectal cancer (CRC) tissues and stimulated tumour cell growth in vitro and in vivo [5], we sought to investigate its molecular role in CRC. To do this, we initially conducted RNA-seq analysis using an inducible shRNA-mediated knockdown system that we have previously developed in CRC cells [5]. 

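The sequenced cells were HCT116, an established human colorectal carcinoma line, carrying either a scrambled control (SCR) or an NAA40-directed short hairpin RNA (shRNA) that doxycycline (dox) switches on. Total RNA was taken from 4 groups of 4 independent samples each, SCR (−dox), SCR (+dox), NAA40-KD (−dox) and NAA40-KD (+dox), after 96 h with dox at 1 μg/ml or without it. For RNA and libraries the paper's methods name the RNeasy kit and a stranded NEBNext kit, whereas the sample labels name Direct-zol columns and a standard Illumina preparation. The authors aligned the reads with STAR, counted them per gene with featureCounts and deposited whole-number counts for 33937 genes, without normalization. The methods give the mouse build mm10 as the genome, but all 33937 gene identifiers were human Ensembl identifiers and 0 were mouse ones, so genes are placed here on the human build GRCh38 with GENCODE release 29. Total counts ranged from 12804710 to 13691836 (median 13251665) in the libraries labelled SCR (+dox) and from 11065606 to 13855486 (median 13433895) in those labelled NAA40-KD (+dox). They ranged from 11220219 to 13438751 (median 12238398) in the libraries labelled SCR (−dox) and from 12821689 to 13780419 (median 13154538) in those labelled NAA40-KD (−dox). In each library between 22045 and 23286 of the listed genes had at least 1 count, so genes under the limit of CPM >1 given in the methods were still listed.

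Each library's group was taken from its labels. Their titles and treatment entries assign the short names ending in Dox to doxycycline and those ending in wDox to no doxycycline, but these short names could also be read the other way round, in both lines. For this reason, and because of the *NAA40* values themselves, groups are called by their labels throughout, and every direction between groups rests on those labels. Fold changes were estimated with edgeR on counts scaled by its TMM method, using the genes with CPM >1 in at least 4 of the 8 libraries of a comparison. The methods state the CPM limit but not the number of libraries that must exceed it, and name limma for the test. A gene was counted as differentially expressed at a two-sided adjusted p under 0.05 and an absolute log2 fold change above 1, as in the methods. The results text words the p threshold without an adjustment and the legend of Fig. 1 gives an adjusted threshold of 0.01, so this choice changes the number of genes. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the test's F statistic. The paper's text does not give the strand setting of featureCounts, so counts of a gene that overlaps another annotated gene are uncertain.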

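The gene targeted by the shRNA, *NAA40* (ENSG00000110583), lies on the + strand of chromosome 11 from 63938959 to 63957328. Its span overlaps no other gene listed in the deposited counts. Its TMM-normalized level was 27.4 ± 1.45 CPM (SD, n = 4) in the libraries labelled SCR (+dox), from 331, 364, 353 and 397 counts. In those labelled NAA40-KD (+dox) it was 30.3 ± 1.59 CPM (SD, n = 4), from 346, 396, 388 and 448 counts. The latter mean was 111% of the former, a difference that did not pass the exact two-sided permutation test (p = 0.0571, n = 4 per group). Leaving out NAA40-KD (+dox) replicate 3 gave 113% and the smallest p that 4 libraries against 3 allow (exact permutation test, p = 0.0286). The log2 fold change was 0.15 (SE 0.096, adjusted p = 0.281 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled NAA40-KD (−dox), *NAA40* was at 11.8 ± 1.94 CPM (SD, n = 4), from 169, 152, 127 and 168 counts, against 29.4 ± 3.63 CPM (SD, n = 4) in those labelled SCR (−dox), from 405, 291, 380 and 371 counts. This was 40.2% of the SCR level, with every NAA40-KD (−dox) library below every SCR (−dox) library (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). Its log2 fold change was −1.31 (SE 0.18, adjusted p = 0.00521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between −1.40 and −1.20 with each library left out in turn. Between the groups labelled SCR (+dox) and SCR (−dox), the ratio of means was 93.0% (exact two-sided permutation test, p = 0.457). The libraries labelled NAA40-KD (+dox) held 257% of the *NAA40* level of those labelled NAA40-KD (−dox), although dox induces the shRNA, so the low *NAA40* levels go against these labels.

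**Figure D1:**
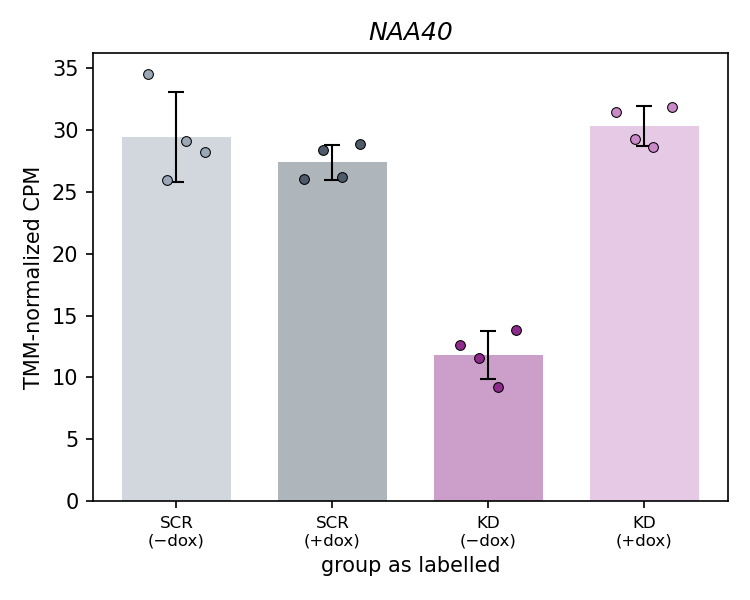
*NAA40* transcript level (TMM-normalized CPM, vertical axis) by group as labelled (horizontal axis); bars show the mean from 0, error bars the SD and points the 4 libraries of each group. The libraries labelled NAA40-KD (−dox) lie between 9.27 and 13.8 CPM, and those of the other groups between 25.9 and 34.5 CPM.

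Over all genes, the libraries labelled NAA40-KD (+dox) and SCR (+dox) differed in 298 of the 13869 genes tested, with 48 higher and 250 lower in NAA40-KD (adjusted p under 0.05 and absolute log2 fold change above 1, edgeR). A threshold of 0.1 on the adjusted p without one on the fold change, chosen after seeing the data, moved this number most, to 4537 genes. Leaving out the fold threshold alone gave 3402 genes, of which 1506 were higher and 1896 lower. With each library left out in turn, 251 to 303 genes passed, of which 35 (without NAA40-KD (+dox) replicate 4) to 75 (without SCR (+dox) replicate 2) were higher. Among genes whose groups did not overlap, the largest falls were those of *C2orf78* (log2 fold change −2.55, SE 0.20, adjusted p = 8.83e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *IL20RB* (−2.51), *CHAC1* (−2.19), *FSD1* (−2.13) and *TRIB3* (−2.11). The largest rises were those of *WNT7A* (log2 fold change 1.39, SE 0.19, adjusted p = 4.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *SLC25A25-AS1* (1.29), *PPIL6* (1.24), *MARCHF1* (1.20) and *GPR63* (1.19). Each of these adjusted p-values stayed under 0.05 in all 8 fits that left out a library. Without SCR (+dox) replicate 3 the rise of *MARCHF1* was 0.99, below the fold threshold. In the fit over all 16 libraries, *MARCHF1* had an adjusted p of 0.0702 (edgeR, over a range of 6.55e-07 to 0.0702 across the alternatives). *IL20RB*, *SLC25A25-AS1*, *PPIL6*, *MARCHF1* and *GPR63* overlap other annotated genes, so their counts are uncertain.

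Between the libraries labelled NAA40-KD (−dox) and SCR (−dox), 483 of 13903 genes passed the same thresholds, 226 higher and 257 lower in NAA40-KD. This number depended on single libraries, and ranged from 182 (68 higher, 114 lower) without SCR (−dox) replicate 4 to 587 (241 higher, 346 lower) without NAA40-KD (−dox) replicate 4. The largest falls were those of *LONRF2* (log2 fold change −2.96, SE 0.29, adjusted p = 0.00238 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *NRP1* (−2.87) and *FAM111B* (−2.74), and the largest rises those of *ASIC4* (2.49), *KRT80* (2.42) and *GAL3ST1* (2.16). *NRP1*, *ASIC4* and *KRT80* overlap other annotated genes and their counts are uncertain. The call of *GAL3ST1* held in only 2 of the 8 fits that left out a library, with adjusted p-values up to 0.130 in the others (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the libraries labelled SCR (+dox) and SCR (−dox), 0 of 13882 genes passed, and 8 genes had an unadjusted p under 0.05 with the same fold threshold.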

Comparison of doxycycline treated Scramble (SCR) and NAA40-knockdown (NAA40-KD) HCT116 stable cells revealed that NAA40 depletion leads to altered expression of 2102 genes, with differential expression determined at a threshold of *p* < 0.05 and an absolute log fold change >1 (Fig. 1A). Gene Ontology (GO) analysis of the differentially expressed genes illustrated that loss of NAA40 alters sets of genes involved in cancer-related processes in support of our previous finding [5]. Specifically, some of the most significantly enriched GO terms included DNA replication, DNA damage and repair pathways, as well as cell cycle phase transition (Fig. 1B). 

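Gene lists for these processes were tested with camera, in limma, which asks whether a list moved more than the other genes (preset inter-gene correlation 0.01, two-sided, Benjamini-Hochberg adjustment over 14 lists). Gene Ontology categories themselves were not used here. In the libraries labelled NAA40-KD (+dox) against SCR (+dox), the 54 DNA replication transcripts had a median log2 fold change of 0.14 (adjusted p = 0.0207 from camera with Benjamini-Hochberg adjustment), but without SCR (+dox) replicate 2 the adjusted p was 0.113. The 50 double-strand break repair transcripts had a median of 0.15 (adjusted p = 0.00763 from camera with Benjamini-Hochberg adjustment). A list of 43 S phase transcripts had a median of 0.11 (adjusted p = 0.0241 from camera with Benjamini-Hochberg adjustment), which was 0.113 without SCR (+dox) replicate 2, 0.0650 without replicate 4, and 0.0196 to 0.586 over the other alternatives. The 23 transcripts of the G1/S transition had a median of 0.08 (adjusted p = 0.228 from camera with Benjamini-Hochberg adjustment). For the 54 G2/M phase transcripts it was −0.09 (adjusted p = 0.137 from camera with Benjamini-Hochberg adjustment), with 0.0244 when SCR (+dox) replicate 4 was left out. None of the members of these lists was differentially expressed by the thresholds on p and fold change, although 16 of the DNA replication and 16 of the double-strand break repair members had an adjusted p under 0.05 over all genes tested (edgeR), or 17 and 18 adjusted over the list alone. At an unadjusted p under 0.05 without a fold threshold there were 19 DNA replication, 27 double-strand break repair, 17 S phase, 10 G1/S and 17 G2/M members. By Fisher's exact test, two-sided, of the 298 differentially expressed genes against all 13869 genes tested, each of these lists had an odds ratio of 0 and an adjusted p of 1.00 over the 14 lists (Benjamini-Hochberg).

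The libraries labelled NAA40-KD (−dox) gave the opposite direction against SCR (−dox) for the replication, repair and cell cycle lists other than G2/M, and larger medians for all of them. DNA replication transcripts had a median log2 fold change of −0.73 (adjusted p = 4.48e-27 from camera with Benjamini-Hochberg adjustment), with 16 of 54 differentially expressed. Double-strand break repair had a median of −0.45 (adjusted p = 4.02e-11 from camera with Benjamini-Hochberg adjustment), with 8 of 50. S phase transcripts had a median of −0.96 (adjusted p = 2.58e-33 from camera with Benjamini-Hochberg adjustment), with 17 of 43 differentially expressed. The median was −0.51 for the G1/S transition (adjusted p = 1.55e-05 from camera with Benjamini-Hochberg adjustment), with 5 of 23, and −0.61 for G2/M phase (adjusted p = 1.77e-15), with 2 of 54. Over all genes tested, 21, 12, 24, 10 and 10 members of these lists, in the order given, had an adjusted p under 0.05 (edgeR), and 34, 24, 39, 14 and 25 did so adjusted over the list alone. Each of these 5 calls held in all 8 fits that left out a library. The preset correlation treats the genes of a list as nearly independent. With a correlation estimated from the libraries, the adjusted p-values of these 5 lists lay between 0.0710 and 0.0929 (camera), and under fry, a rotation test, between 0.00160 and 0.00459. In the comparison of the libraries labelled (+dox), 5 of 14 lists were called with the preset correlation, 1 with an estimated correlation and 4 under fry, among which double-strand break repair (adjusted p = 0.0104, fry with Benjamini-Hochberg adjustment) was the only one of the lists named here. Between the groups labelled SCR (+dox) and SCR (−dox), camera with the preset correlation called 10 of 14 lists, while fry and the estimated correlation called 0, the smallest unadjusted p-values being 0.0548 and 0.0246, for a list of ATF4 targets.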

In line with these findings, we observed that cells deprived of NAA40 are restricted in the G1/S phase of the cell cycle (Supplementary Fig. S1A), further supporting the tumour promoting role of NAA40. 

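Metabolic lists were tested in the same way, with 31 genes of one-carbon metabolism and the methionine cycle and 25 genes of the response to antimetabolites, lists which share members such as *TYMS*. In the libraries labelled NAA40-KD (+dox) against SCR (+dox), the one-carbon list had a median log2 fold change of −0.03 (adjusted p = 0.341 from camera with Benjamini-Hochberg adjustment) and the antimetabolite list one of −0.09 (adjusted p = 0.341). Of their members, 8 and 7 had an adjusted p under 0.05, over all genes tested and adjusted over the list alone (edgeR). Differential expression by both thresholds was reached by 1 one-carbon member (odds ratio 1.52, adjusted p = 1.00, Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment). In the libraries labelled NAA40-KD (−dox) against SCR (−dox), the one-carbon list had a median of −0.33 (adjusted p = 0.0354 from camera with Benjamini-Hochberg adjustment), and 4 of its 31 members were differentially expressed. This call was lost without NAA40-KD (−dox) replicate 4 (median −0.26, adjusted p = 0.169) and with an offset for GC content (adjusted p = 0.0617, over a range of 0.0267 to 0.275 across the alternatives, camera or fry). The antimetabolite list had a median of −0.32 (adjusted p = 0.000644 from camera with Benjamini-Hochberg adjustment), with 4 of 25 members differentially expressed, and 0.0759 with an estimated correlation (range of the alternatives 0.000407 to 0.0759). Adjusted over the list alone, 14 one-carbon and 9 antimetabolite members had an adjusted p under 0.05, against 7 and 6 over all genes tested (edgeR). Members of the one-carbon list moved both ways, 9 of the 31 being higher.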

Intriguingly, among the most notably enriched GO terms were ones pointing to a connection with metabolism such as the methionine metabolic pathway, regulation of DNA metabolic process and response to anti-metabolite therapy (Fig. 1B). Key genes within these categories included methylenetetrahydrofolate reductase (*MTHFR*), methionine adenosyltransferase 1 A (*MAT1A*), cystathionine gamma-lyase (*CTH*) and metabolism of cobalamin associated A (*MMAA*) which were significantly upregulated, while thymidylate synthase (*TYMS*) was markedly downregulated in the absence of NAA40 (Fig. 1A). 

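*MAT1A* (ENSG00000151224) lies on chromosome 10 from 80271820 to 80289684, *CTH* (ENSG00000116761) on chromosome 1 from 70411218 to 70439851, *MMAA* (ENSG00000151611) on chromosome 4 from 145599042 to 145660035 and *TYMS* (ENSG00000176890) on chromosome 18 from 657604 to 673578. *TYMS* overlaps *TYMSOS* and *ENOSF1*, and *MMAA* overlaps the pseudogene *NCOA4P3*, so their counts are uncertain. Under the (+dox) labels, *MAT1A* was at 3.35 ± 0.620 CPM (SD, n = 4) in NAA40-KD against 3.39 ± 0.741 CPM (SD, n = 4) in SCR (log2 fold change −0.02, SE 0.21, adjusted p = 0.951 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its sign changed, to 0.09, without SCR (+dox) replicate 3. For *CTH* the levels were 19.3 ± 0.965 and 23.5 ± 2.71 CPM (log2 fold change −0.29, SE 0.11, adjusted p = 0.0619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0136 without SCR (+dox) replicate 4 and 0.0124 to 0.213 over the alternatives. *MMAA* was at 6.07 ± 0.375 against 6.18 ± 0.866 CPM (log2 fold change −0.03, SE 0.15, adjusted p = 0.908 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between −0.09 and 0.06 with a library left out, the latter without SCR (+dox) replicate 3. *TYMS* had a log2 fold change of 0.19 (SE 0.12, adjusted p = 0.250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.31 without SCR (+dox) replicate 3 (adjusted p = 0.0333).

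The libraries labelled NAA40-KD (−dox), in which *NAA40* was low, differed from SCR (−dox) in the other direction for *MAT1A*, *CTH*, *MMAA* and *TYMS*. *MAT1A* was at 10.7 ± 1.23 against 2.47 ± 0.525 CPM, a log2 fold change of 2.11 (SE 0.21, adjusted p = 0.00238 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 124 to 160 counts per library against 22 to 40. *CTH* was at 30.3 ± 4.12 against 20.8 ± 1.70 CPM (log2 fold change 0.55, SE 0.16, adjusted p = 0.0636 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of the 8 fits that left out a library it passed only in that without NAA40-KD (−dox) replicate 4 (adjusted p = 0.000214). Other settings gave *CTH* an adjusted p between 0.000383 and 0.258 there, under 0.05 with DESeq2, in the fit over all 16 libraries and with an offset for GC content. *MMAA* was at 9.58 ± 2.70 against 4.43 ± 1.04 CPM (log2 fold change 1.11, SE 0.26, adjusted p = 0.0374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but its adjusted p stayed under 0.05 in only 1 of the 8 fits that left out a library, the fit without NAA40-KD (−dox) replicate 4 (1.29, adjusted p = 4.72e-05), and reached 0.127 in the others. *TYMS* had a log2 fold change of −0.99 (SE 0.16, adjusted p = 0.0102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just inside the fold threshold, and between −1.05 and −0.87 with a library left out. The difference between these changes was tested as the interaction of line and dox label, with adjusted p-values from 0.000311 for *MAT1A* to 0.0249 for *MMAA* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the latter 0.0576 without SCR (−dox) replicate 1. Of 9 genes labelled in Fig. 1A, *NAA40* not counted, 2 had an adjusted p under 0.05 over all genes tested (edgeR) in the libraries labelled (+dox), 3 adjusted over the list alone, and in those labelled (−dox) 7 and 8. The 2, *MYB* and *FOXO4*, moved against the paper's direction, while the 7 moved the paper's way. The study chose this list on these samples, so the numbers adjusted over the list alone are not independent evidence. These genes came from the enriched categories, and from their levels the paper states that *MAT1A*, *CTH* and *MMAA* go up and *TYMS* goes down when NAA40 is absent (Fig. 1A).

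**Figure D2:**
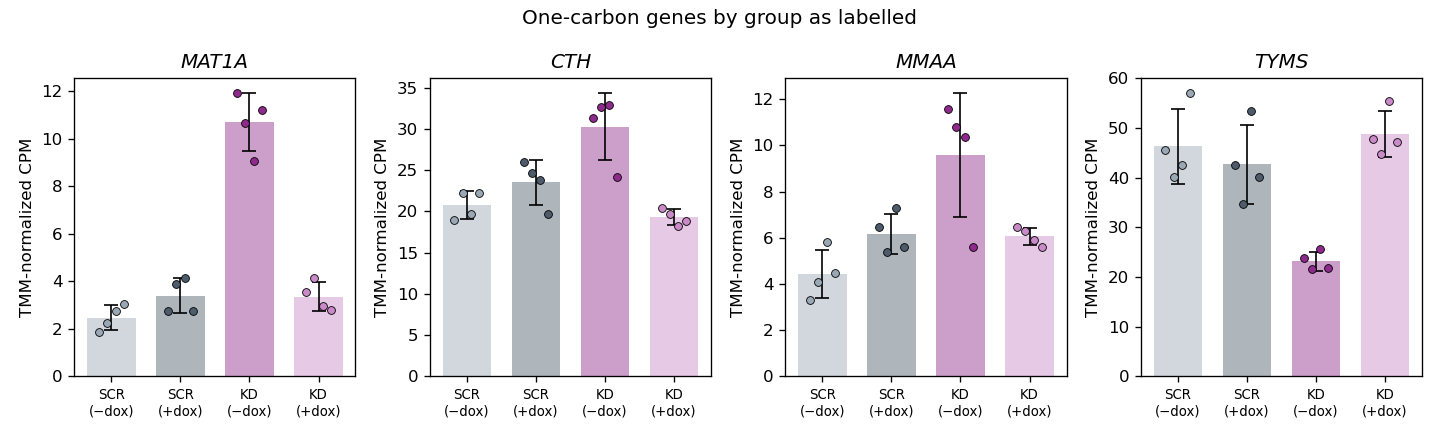
Transcript levels of *MAT1A*, *CTH*, *MMAA* and *TYMS* (TMM-normalized CPM, vertical axes) by group as labelled (horizontal axes); bars show the mean from 0, error bars the SD and points the 4 libraries of each group. The mean of the libraries labelled NAA40-KD (−dox) is the highest of the groups for *MAT1A*, *CTH* and *MMAA* and the lowest for *TYMS*.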

The expression of these and other genes identified during our transcriptomic study was validated through quantitative real time PCR (qRT-PCR) analysis (Fig. 1C).

**Fig. 1:**
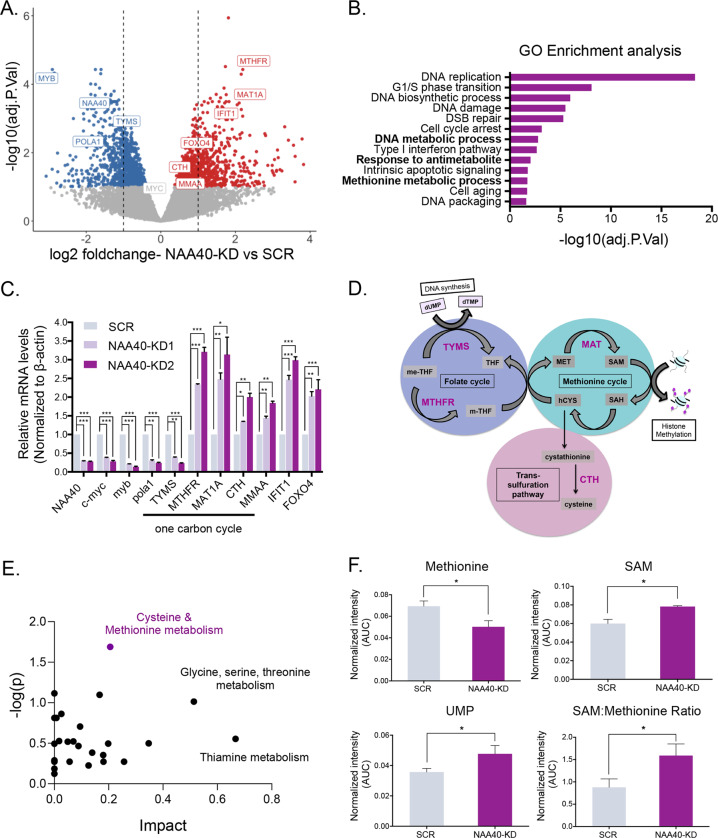
NAA40 regulates the levels of key 1 C metabolic genes and their associated metabolites. **A** Volcano plot comparing mRNA levels between NAA40 depleted (NAA40-KD2) and SCR control HCT116 cells as determined by RNA-seq analysis. Upregulated genes upon loss of NAA40 are shown in red (adjusted *P* < 0.01 and logFC > 1) and downregulated genes in blue (adjusted *P* < 0.01 and logFC < −1). **B** Gene ontology analysis of all differentially expressed genes showing enriched biological processes following depletion of NAA40. **C** Quantitative real-time PCR (qRT-PCR) analysis (mean ± s.d., *N* = 3) of the indicated genes normalized to *β-actin* mRNA levels in dox-treated SCR and two independent NAA40-KD lines (NAA40-KD1 and NAA40-KD2) in HCT116 cells. **D** Schematic of the folate, methionine and trans-sulfuration cycles of the one-carbon metabolic network depicting key enzymes and intermediate metabolites. **E** Enrichment analysis of altered metabolic pathways based on detected metabolites by UPLC-MS in NAA40-KD2 versus SCR control cells. Impact represents the enrichment ratio; the number of total compounds in the pathway divided by the number of hits. **F** Intracellular levels of the indicated one-carbon metabolites or their ratios (mean ± s.e., *N* = 3) in dox-treated SCR and NAA40-KD2 HCT116 cells. All statistical analyses were performed using unpaired two-tailed Student’s *t* test (*p < 0.05, **p < 0.01, ***p < 0.001).

The above identified differentially expressed genes control important reactions within the 1C-metabolic network, which interconnects the methionine, folate and trans-sulfuration cycles (Fig. 1D), circulating 1C-units to support a multitude of fundamental cellular activities, including nucleotide synthesis and the production of the universal methyl donor SAM [11, 12]. Since NAA40 knockdown influenced the transcription of important one-carbon metabolic genes, we next examined the impact of NAA40 on the metabolome of CRC cells. To address this, we performed targeted metabolomic analysis using a liquid chromatography/mass spectrometry (LC/MS) approach to identify metabolites whose abundance displays significant change in cells devoid of NAA40 compared to doxycycline-treated control cells. In accordance with our transcriptomic data, enrichment analysis of deregulated metabolites in NAA40 depleted cells revealed cysteine and methionine metabolism as the most significantly modulated metabolic pathway (Fig. 1E). Specifically, NAA40 deficiency resulted in a substantial increase of intracellular SAM pools and a smaller increase in the abundance of S-adenosyl-L-homocysteine (SAH), homocysteine, methylene-tetrahydrofolate (me-THF) and glycine intermediary metabolites, whereas methionine levels were significantly lower relative to SCR control cells (Fig. 1F, Supplementary Fig. S1B). These results are consistent with the induction of *MTHFR* and *MAT1A*, and repression of *TYMS* observed in the gene expression analysis (Fig. 1A, C). Notably, NAA40 depletion led to increased SAM/methionine ratio and accumulation of UMP which is the central precursor for thymidine synthesis (Fig. 1F), suggesting that NAA40 depleted cells may therefore possess an enhanced capacity for methylation reactions. In contrast, we do not detect major changes in metabolite levels of other central metabolic pathways, such as glycolysis in these cancer cells, indicating that the effects of NAA40 knockdown are specific towards 1C-metabolism (Supplementary Fig. S1B). Altogether, these findings establish a role for NAA40 histone acetyltransferase in the regulation of one-carbon metabolism in CRC cells.

### Regulation of one-carbon metabolism by NAA40 rewires global histone methylation

Previous studies have linked fluctuations in the availability of the principal methyl donor SAM with bulk changes in chromatin methylation [13–16]. Since NAA40 controls SAM levels, we next sought to investigate whether NAA40 depletion impacts the epigenome by affecting histone methylation levels. Initially, we validated NAA40 depletion through loss of its associated acetyltransferase activity towards histone N-termini by examining the appearance of its previously reported antagonistic phosphorylation mark at serine 1 (Fig. 2A) [6]. This was necessary due to the lack of an antibody detecting histone N-terminal acetylation. Specifically, we found that loss of NAA40 in HCT116 cells dramatically potentiated serine 1 phosphorylation at both histones H2A (H2AS1ph) and H4 (H4S1ph) with the signal at the former being more readily detected (Supplementary Fig. S2A). Once we validated that NAA40 function was efficiently diminished, we then monitored the levels of several histone methylation marks. Remarkably, knockdown of NAA40 results in a robust increase in the total levels of various histone methylation marks associated with transcription, including both permissive (H3K4me3, H3K36me3 and H3K79me2) and repressive (H3K9me3 and H3K27me3) methylations (Fig. 2A, Supplementary Fig. S2B), which is consistent with the detected accumulation in SAM levels (Fig. 1F). However, this increase was not universal since the levels of other methylation marks, such as H3K79me3, remained unaffected. In support of this observation, recent evidence confirms that fluctuations in SAM abundance do not impact all methylated histone sites, but rather directed to specific residues in a context-dependent manner [16–18]. Moreover, subcellular fractionation experiments illustrated that the induction of histone methylation occurs mainly on chromatin-associated histone proteins (Supplementary Fig. S2C).

**Fig. 2:**
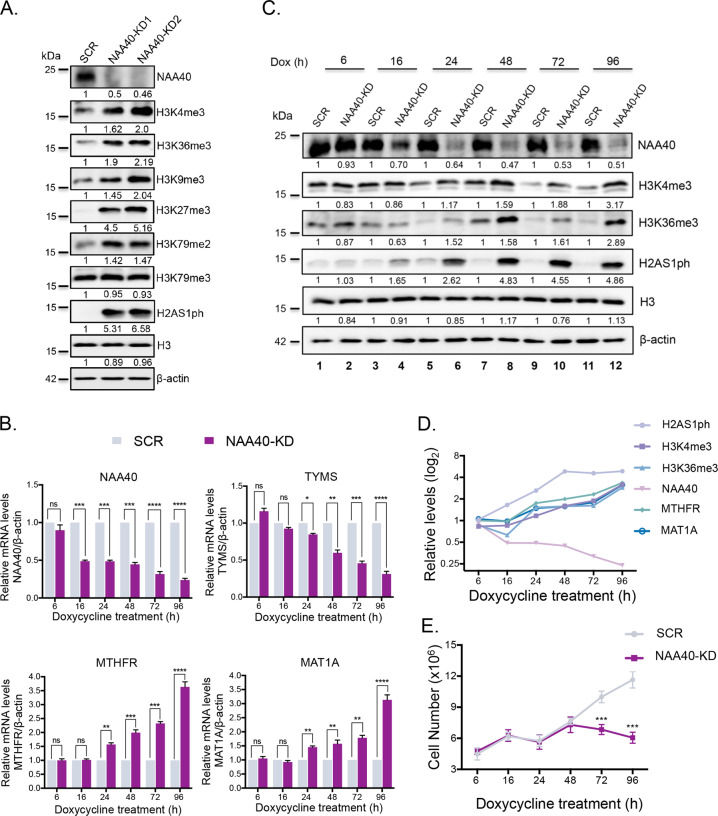
NAA40-mediated changes in one-carbon metabolism impact global histone methylation. **A** Representative western blot analysis (*N* = 3) of cell extracts derived from dox-treated SCR or two independent NAA40-KD (NAA40-KD1 and NAA40-KD2) HCT116 cells lines using the indicated antibodies. The numbers below each blot indicate densitometry analysis of protein levels in NAA40-KD relative to SCR after normalization to the β-actin bands. **B** qRT-PCR analysis (mean ± s.d., *N* = 3) of *NAA40*, *TYMS*, *MTHFR* and *MAT1A* mRNA levels normalized to β-actin performed in SCR or NAA40-KD2 HCT116 cells treated with doxycycline for the indicated time points. **C** Representative western blot analysis (*N* = 3) in proteins extracted at different time points from dox-treated HCT116 SCR and NAA40-KD2 cells using the indicated antibodies. The densitometry numbers below each blot define the normalized levels of each protein against β-actin relative to SCR cells. **D** Relative changes in modification (H2AS1ph, H3K4me3 and H3K36me3) or mRNA (*NAA40*, *MTHFR* and *MAT1A*) levels following NAA40 depletion for the indicated time points. **E** Graph showing the number of HCT116 SCR and NAA40-KD2 cells treated with doxycycline for the indicated time points (mean ± s.d., *N* = 3). All statistical analyses were performed using unpaired two-tailed Student’s *t* test (ns = no significance, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

To gain further insight into NAA40-mediated regulation of one carbon metabolism and its connection with histone methylation changes, we then monitored the temporal dynamics of these alterations. To achieve this, SCR and NAA40-KD cells were treated with doxycycline and examined at various time points (6, 16, 24, 48, 72, 96 h). Significant NAA40 depletion was detected from 16 h after dox treatment and progressively increased based on both NAA40 mRNA (Fig. 2B) and protein levels (Fig. 2C) as well as the appearance of its antagonistic histone mark H2AS1ph (Fig. 2C). Deregulation of one-carbon metabolic genes *TYMS*, *MTHFR* and *MAT1A* followed NAA40 depletion since it was detected at 24 h after dox treatment and progressively increased until 96 h (Fig. 2B). Importantly, this gene induction was concurrent to the rising levels of H3K4me3 and H3K36me3 (Fig. 2C). Comparison of all these alterations clearly indicates that the expression changes in one-carbon metabolic genes occur shortly after NAA40 depletion and coincide temporally with the histone methylation changes (Fig. 2D). Because we have previously reported that NAA40-knockdown results in reduced viability of CRC cells [5], we wanted to exclude the possibility that the observed coordinated changes in metabolic gene expression and histone methylation are occurring as a response to growth retardation signals. We found that these chromatin changes precede the effects on cell survival, since reduction in cell growth and viability were only apparent after 72 h of NAA40 depletion (Fig. 2E, Supplementary Fig. S3). These findings overall show that the effects of NAA40 knockdown on metabolic rewiring and its corresponding epigenome changes are not prompted by a cell growth defect and suggest that NAA40-dependent transcriptional effects in one-carbon metabolism drive histone methylation changes.

Given that NAA40 mainly acetylates histone proteins co-translationally we next wondered if the effects of NAA40 depletion are depended on active cell cycle. Intriguingly, transcriptomic analysis in synchronized primary human fibroblast cells showed that NAA40 expression levels are markedly induced during S phase, when histone proteins are mainly expressed and synthesized (Supplementary Fig. S4A). To examine whether an active cell cycle is required for the NAA40-KD effects, we cultured NAA40 expressing (−Dox) and deficient (+Dox) cells under serum starvation conditions (0.5% or 0%), which are known to induce arrest in the G0/G1 phase of the cell cycle [19, 20] (Supplementary Fig. S4B). Although serum starvation alone reduced cell growth and somewhat induced H3K36me3, the lack of NAA40 in combination with serum starvation further enhanced the cell growth defect and the induction of histone methylation (Supplementary Fig. S4B,C). Consistently, doxycycline-treated NAA40-KD cells that were serum starved exhibited reduced levels of *TYMS* and increased expression of *MTHFR*, which is similar to serum-rich (10%) NAA40-depleted cells albeit to a lesser extent (Supplementary Fig. S4D). These findings demonstrate that the effects of NAA40 depletion occur independently of an active cell cycle.

To support the above notion that NAA40 driven metabolic gene expression changes are responsible for the increased histone methylation phenotype, we next depleted MTHFR using siRNA transfection experiments to attenuate one-carbon metabolism (Fig. 3A). Unlike the control siRNA which had no effect (Fig. 3B–D), MTHFR siRNA specifically prevented the induction of histone methylation (Fig. 3B, compare lanes 7 and 8 with lanes 5 and 6), and rescued the cell viability and growth defect caused by NAA40 depletion (Fig. 3C, D bottom images). To ensure that MTHFR is acting downstream of NAA40, we repeated these experiments in SCR and NAA40-KD cells without dox treatment which maintain *NAA40* expression (Fig. 3A, left plot). As expected, *MTHFR* was again depleted (Fig. 3A, right plot) but we did not detect any dramatic changes in either histone methylation or CRC cell growth and viability (Fig. 3B, compare lanes 3 and 4 with lanes 1 and 2, Fig. 3C, and Fig. 3D top images). These results reinforce the idea that the effects on histone methylation levels are dependent on NAA40-mediated regulation of one-carbon metabolism and may impinge on CRC cell survival.

**Fig. 3:**
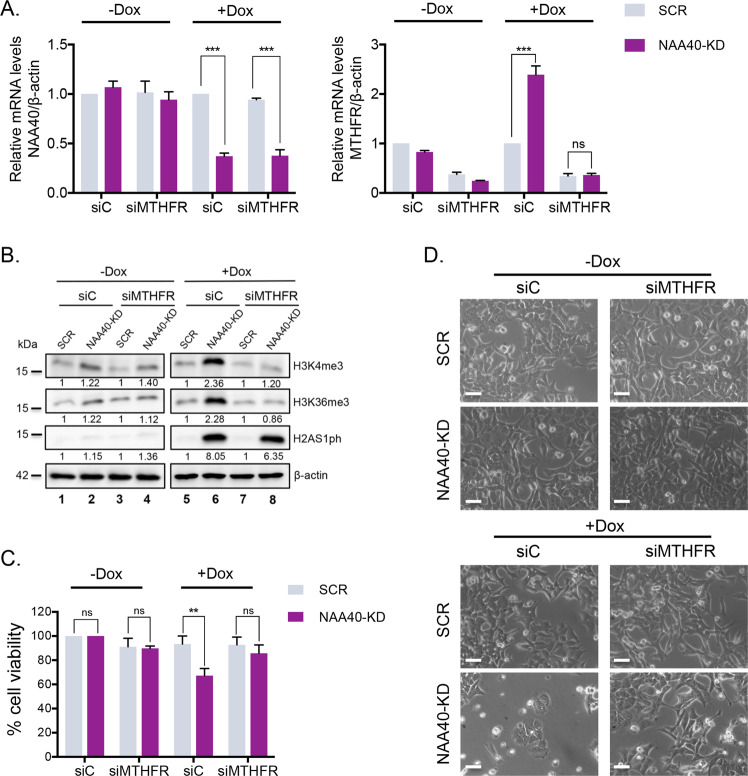
The effect of NAA40 on histone methylation is driven through one-carbon metabolism. **A** qRT-PCR analysis (mean ± s.d., *N* = 3) monitoring *NAA40* (left panel) and *MTHFR* (*right panel*) mRNA levels normalized to *β-actin* of HCT116 SCR or NAA40-KD2 cells transiently transfected with MTHFR-specific (siMTHFR) or control (siC) siRNAs in the presence or absence of doxycycline treatment. **B** Representative western blot analysis (*N* = 3) of proteins extracted from siC or siMTHFR transfected SCR and NAA40-KD2 HCT116 cells treated with or without doxycycline using the indicated antibodies. The values below each blot were calculated by densitometry analysis of each protein band relative to the corresponding SCR control after normalization with β-actin. **C** MTT assay (mean ± s.d., *N* = 3) in dox-treated or untreated SCR and NAA40-KD2 cells that were transiently transfected with siC or siMTHFR. **D** Phase contrast microscopy of dox-inducible HCT116 SCR and NAA40-KD2 cells transfected with siC or siMTHFR. Cells were captured in at least five fields of view (100X magnification). The images are representative fields from at least three independent replicates. Scale bar, 100 μm. All statistical analyses were performed using unpaired two-tailed Student’s *t* test (ns = no significance, **p < 0.01, ***p < 0.001).

Finally, to examine whether the effects of NAA40 on histone methylation occur universally in colon cancer cells we examined three additional CRC cell lines (HT-29, SW480 and SW620). In line with the results observed in HCT116 cells, the bulk levels of histone methylation were elevated in all three different cell lines upon NAA40 knockdown (Supplementary Fig. S5A). The increase in histone methylation seen in doxycycline treated NAA40-KD cells was accompanied by transcriptional upregulation of the one-carbon metabolic gene *MTHFR* (Supplementary Fig. S5B) and consistently the viability of these cells declines in the absence of NAA40 [5]. Collectively, these data suggest that in colorectal cancer cells NAA40-mediated regulation of one-carbon metabolic gene expression controls the global levels of different histone methylation marks.

### NAA40 regulates one-carbon metabolism through its histone acetyltransferase activity

Next, we sought to investigate whether the above described NAA40-dependent outcomes are indeed specific to the loss of NAA40 and mediated through its acetyltransferase activity, reported to act selectively on histones [21]. To this end, we devised RNAi-rescue experiments by engineering doxycycline-inducible NAA40-KD cells that ectopically express either a wild type NAA40-V5 mRNA that was resistant to shRNA-mediated depletion (Resistant NAA40(WT)-V5), or a resistant catalytically inactive version of NAA40-V5 (Resistant NAA40(E139Q)-V5) [3, 21]. We initially validated our engineered system showing that the shRNA-resistant NAA40(WT)-V5 cells maintain expression of exogenous NAA40(WT)-V5 under dox treatment and as a result there is no accumulation of the opposing mark H2AS1ph, showing that the exogenous NAA40(WT)-V5 could complement the function of the endogenous NAA40 enzyme (Fig. 4A, compare lane 3 with 4). Most importantly, the exogenous shRNA-resistant catalytically inactive NAA40(E139Q)-V5 remains unchanged under dox treatment, but the antagonistic mark H2AS1ph accumulates indicating that this inactive version of NAA40 is unable to modify histone N-termini and thus cannot complement the catalytic function of the endogenous enzyme (Fig. 4A, compare lane 5 with 6). In addition to immunoblot analysis, the expression and localization of the exogenous wild-type or catalytically-inactive NAA40 protein in the presence or absence of doxycycline were validated using confocal microscopy (Fig. 4A, right panel). Consistent with its previously reported cellular localization [3], the exogenous NAA40 protein is localized both in the cytosol and the nucleus.

**Fig. 4:**
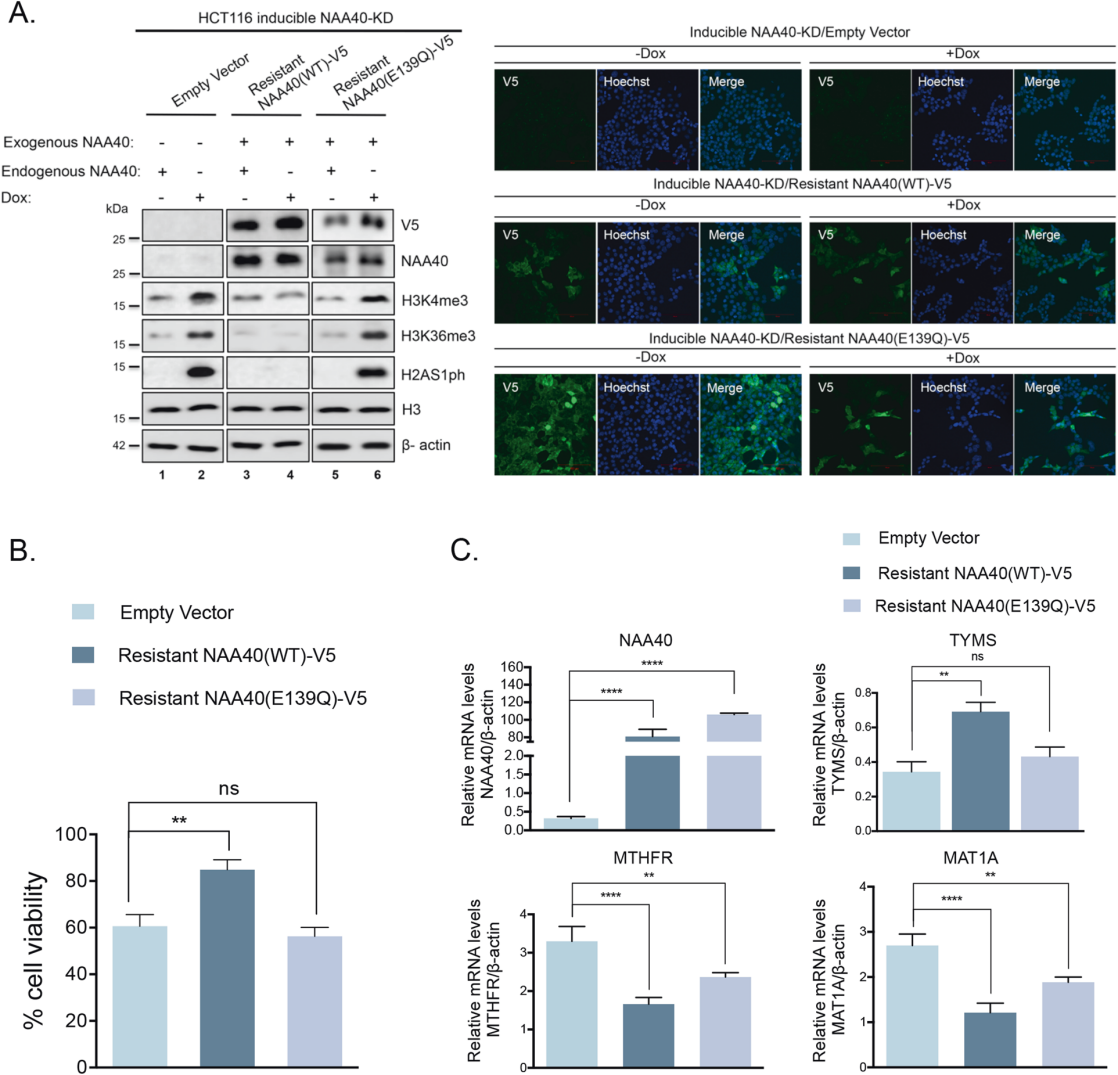
NAA40-mediated regulation of one-carbon metabolism, histone methylation and cell viability are dependent on its acetyltransferase activity. **A** Western blot analysis (*N* = 3) of HCT116 inducible NAA40-KD cells transduced with Empty vector, shRNA-Resistant NAA40(WT)-V5 or shRNA-Resistant NAA40(E139Q)-V5 plasmids and treated with or without doxycycline using antibodies against the specified antibodies (left panel). Representative confocal images of V5-tag (green) or Hoechst (blue) in the indicated stable cell lines treated with or without doxycycline (right panel). Scale bar, 100 μm. **B** MTT assay (mean ± s.d., *N* = 3) to assess cell viability in dox-treated NAA40-KD2 cells expressing the indicated proteins. **C** qRT-PCR analysis (mean ± s.d., *N* = 3) demonstrating the mRNA levels of *NAA40*, *TYMS*, *MTHFR* and *MAT1A* normalized to *β-actin* in HCT116 inducible NAA40-KD cells transduced with the indicated plasmids in the presence or absence of dox treatment. All statistical analyses were performed using unpaired two-tailed Student’s *t* test (ns = no significance, *p < 0.05, **p < 0.01, ****p < 0.0001).

Having validated this system, we then examined how the levels of histone methyl marks and cell viability are affected in these various engineered cells. Consistent with the above results, the increase of H3K4me3 and H3K36me3 was again detected upon depletion of endogenous NAA40 (Fig. 4A, lanes 1–2). However, this histone methylation enhancement was rescued by exogenous expression of the resistant NAA40(WT)-V5 (Fig. 4A, lanes 3–4), reinforcing the notion that this effect is mediated by specific loss of NAA40. Of note, the shRNA-resistant enzymatically inactive NAA40(E139Q)-V5 was unable to reduce the levels of H3K4me3 and H3K36me3 under dox treatment suggesting that these effects are driven by the acetyltransferase activity of NAA40 (Fig. 4A, lanes 5–6). Accordingly, the resistant NAA40(WT)-V5 protein rescued cell viability almost fully while the catalytically dead NAA40(E139Q)-V5 failed to restore CRC cell viability in the absence of the endogenous enzyme showing once again that this inactive form cannot complement the function of intact NAA40 (Fig. 4B).

Last, we found that overexpression of the shRNA-resistant NAA40(WT)-V5 prevented robust upregulation of *MTHFR* and *MAT1A* as well as downregulation of *TYMS* under dox conditions and this was consistent with the absence of H3K4me3 and H3K36me3 enhancement (compare Fig. 4A, C). Nevertheless, forced expression of the shRNA-resistant catalytically dead NAA40(E139Q)-V5 failed to block *MTHFR* and *MAT1A* induction as well as *TYMS* reduction after depletion of endogenous NAA40 by dox treatment, which was again consistent with the detected increase in histone methylation marks (compare Fig. 4A, C). Altogether, these results demonstrate that the function of NAA40 in regulating one-carbon metabolic gene expression, global histone methylation as well as CRC cell viability is specifically attributed to its acetyltransferase activity.

### Regulation of one-carbon metabolism by NAA40 renders CRC cells resistant to antimetabolite drug 5-FU

Apart from its role in methyl group biogenesis to support methylation reactions, one-carbon metabolism is also essential for nucleotide metabolism [11]. Specifically, TYMS is a key 1 C metabolic enzyme converting deoxyuridine monophosphate (dUMP) to deoxythymidine monophosphate (dTMP) by competing with the MTHFR enzyme for the one-carbon unit methylenetetrahydrofolate (me-THF) (Fig. 1D). The antimetabolite drug 5-Fluorouracil (5-FU), which is used in first line chemotherapy of CRC [22, 23], targets TYMS by antagonizing dUMP binding on its catalytic domain inhibiting dTMP synthesis (Fig. 5A). Although *TYMS* expression levels have been shown to predict response of malignant cells to 5-FU therapy [24, 25], the mechanism underlying TYMS regulation remains largely unexplored.

**Fig. 5:**
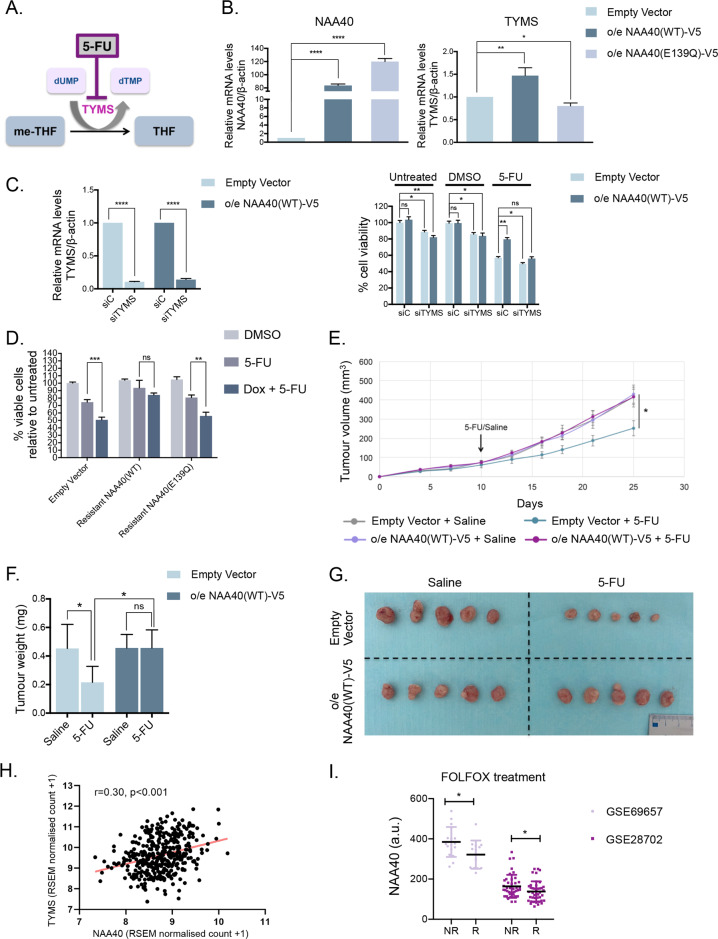
NAA40 confers 5-FU resistance through activation of the one-carbon metabolic gene *TYMS*. **A** Schematic of the metabolic reaction catalyzed by TYMS enzyme which is targeted by 5-FU. **B** qRT-PCR analysis (mean ± s.d., *N* = 3) of the indicated HCT116 overexpression cell lines using specific primers for *NAA40* and *TYMS*. The presented values are normalized to *β-actin* mRNA. **C** qRT-PCR analysis (mean ± s.d., *N* = 3) of *TYMS* mRNA levels normalized to *β-actin* in HCT116 cells stably overexpressing NAA40(WT)-V5 or empty vector that are transiently transfected with control (siC) or TYMS-specific (siTYMS) siRNAs (left panel). MTT assay in HCT116 carrying empty vector control or NAA40(WT)-V5 overexpressing plasmid that are then transfected with siC or siTYMS and cultured in medium containing 5-FU, DMSO or untreated control (right panel). **D** MTT assay (mean ± s.d., *N* = 3) in HCT116 doxycycline inducible NAA40-KD2 cells transduced with the indicated plasmids and grown in DMSO, 5-FU or Dox+5-FU. **E** Mean tumour volume from 5-FU or saline treated HCT116 xenografts stably overexpressing (o/e) NAA40(WT)-V5 or carrying an empty vector control. The tumour volume is shown as mean ± s.e. **F** Tumour weight and **G** representative images of excised empty vector control or o/e NAA40 (WT)-V5 xenograft tumours from mice receiving 5-FU or saline. **H** Correlation between the expression of *NAA40* and *TYMS* in 380 primary colorectal cancer tissues extracted from the TCGA database. The orange line demonstrates the regression slope. Statistical analysis was performed using Pearson’s rank correlation coefficient (r). **I** Relative *NAA40* mRNA levels from two independent datasets extracted from GEO omnibus of patients responding to FOLFOX treatment (“R”) and patients not responding (“NR”). The p values were calculated using Fisher method (*p < 0.05). All other statistical analyses in the figure were performed using unpaired two-tailed Student’s *t* test (ns = no significance, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

Given that we identified *TYMS* to be significantly downregulated upon NAA40-knockdown (Fig. 1A, C) and the fact that Cancer Dependency Map (DepMap) data analysis shows significant positive correlation (r = 0.43, *p* < 0.001) between *NAA40* and *TYMS* expression in 70 different CRC cell lines (Supplementary Fig. S6A), we speculated that NAA40 could be a novel regulator of TYMS affecting the response of CRC cells to 5-FU. To test this hypothesis, we initially sought to verify that *TYMS* expression is indeed responsive to NAA40 levels. Conversely to the observed downregulation of *TYMS* in NAA40-depleted cells (Fig. 1C), we found that *TYMS* levels are increased in cells overexpressing a wild-type but not a catalytically inactive NAA40 relative to empty vector control cells (Fig. 5B), further supporting the regulatory link between NAA40 and TYMS expression.

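By RNA-seq, *TYMS* was at 48.9 ± 4.63 CPM (SD, n = 4) in the libraries labelled NAA40-KD (+dox), from 526, 606, 752 and 664 counts, and at 42.7 ± 7.90 CPM (SD, n = 4) in those labelled SCR (+dox), from 542, 444, 720 and 552 counts. In those labelled NAA40-KD (−dox) it was at 23.2 ± 1.88 CPM (SD, n = 4), from 319, 284, 351 and 265 counts, against 46.4 ± 7.55 CPM (SD, n = 4) in SCR (−dox), from 536, 450, 556 and 751 counts. All libraries labelled NAA40-KD (−dox) were therefore below all others. Among 43 S phase transcripts ordered by their log2 fold change from the lowest, *TYMS* was number 28 in the libraries labelled (+dox), where the others had a median of 0.11 and a range from −0.93 to 0.69. In the libraries labelled (−dox) it was number 20 of 43, and the other S phase transcripts had a median of −0.95 and a range from −1.65 to −0.01. The change of *TYMS* between the NAA40-KD and SCR lines differed between the groups labelled (+dox) and (−dox) (interaction log2 fold change 1.19, adjusted p = 0.00214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *TYMS* overlaps *TYMSOS* and *ENOSF1* on the opposite strand, so its counts are uncertain.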

In light of the above results, we then investigated the effects of NAA40-mediated *TYMS* regulation on the response of CRC cells to 5-FU. We initially examined the response of HCT116 cells overexpressing NAA40 to 5-FU by monitoring cell viability. Interestingly, the viability of cells overexpressing wild-type NAA40-V5 was significantly less affected by the 5-FU treatment compared to non-overexpressing cells carrying an empty vector control (Fig. 5C, right plot). However, TYMS knockdown by transient siRNA (Fig. 5C, left plot) reversed the acquired 5-FU resistance of NAA40(WT)-V5 overexpressing cells, indicating that *TYMS* upregulation is required for NAA40-mediated 5-FU resistance (Fig. 5C, right plot). Consistent with this result, combinatorial supplementation of doxycycline and 5-FU in cells overexpressing the shRNA-resistant wild-type NAA40 conferred resistance to 5-FU when compared to empty vector control cells (Fig. 5D). Most importantly, cells overexpressing an exogenous shRNA-resistant catalytically inactive NAA40 remained sensitive to 5-FU upon doxycycline treatment (Fig. 5D). This result indicates that NAA40 histone acetyltransferase activity is driving 5-FU resistance, in agreement with the fact that this activity is implicated in *TYMS* expression (Fig. 5B).

Following the above in vitro findings, we next wanted to determine if NAA40 controls the response of CRC cells to 5-FU in an in vivo model. Therefore, we inoculated HCT116 cells either stably overexpressing wild-type NAA40-V5 or transfected with the empty vector control into nude immunodeficient mice, followed by treatment with 5-FU or vehicle (saline) control through intraperitoneal injection. As expected, the growth of empty vector control tumours was significantly reduced when treated with 5-FU compared to saline control. In contrast, xenograft tumours overexpressing NAA40-V5 developed with similar growth rate in mice receiving either 5-FU or saline control (Fig. 5E), demonstrating that NAA40 confers 5-FU resistance to CRC tumours similarly to the aforementioned cell-based assays. In addition to the delayed tumour growth, NAA40 overexpressing explants in mice treated with 5-FU showed increased tumour weight and size compared to the empty vector tumours in the equivalent treatment group (Fig. 5F, G). It is worth noting that, in agreement with our in vitro studies (Fig. 5C), the tumour volume of empty vector grafts was vastly similar to that of NAA40 overexpressing tumours receiving saline control, suggesting that NAA40 overexpression alone is not sufficient to promote additional growth advantage to CRC cells (Fig. 5E). Overall, the data from mouse models combined with our in vitro findings indicate that NAA40 promotes 5-FU drug resistance by controlling one-carbon metabolism and particularly *TYMS* expression.

Finally, we explored the clinical relevance of NAA40 regulating *TYMS* expression and 5-FU drug response. In accordance with the existing literature, *NAA40* and *TYMS* were found to be elevated in colorectal cancer patients as opposed to normal colon tissues [5, 24] (Supplementary Fig. S6B). To this end, we performed *in silico* analysis of 380 primary colorectal tumour tissues retrieved from The Cancer Genome Atlas (TCGA) database and found that *NAA40* transcript levels in these patients are positively correlated (r = 0.30, *p* < 0.001) with the expression of *TYMS* (Fig. 5H), consistent with the above-described regulatory link within CRC cells. Moreover, analysis of microarray data derived from two independent cohorts showed that CRC patients defined as non-responders to 5-FU based chemotherapy (FOLFOX) display higher *NAA40* expression levels relative to those who responded well to 5-FU therapy (Fig. 5I), suggesting that NAA40 upregulation in human cancers is associated with resistance to antimetabolite chemotherapy. Altogether, these results indicate that NAA40-mediated regulation of *TYMS* expression affects the response to 5-FU based chemotherapy, providing insight on a new molecular link implicated in CRC drug resistance.

### The NAA40 antagonizing mark H2A/H4S1ph is enriched at the nuclear lamina and mediates *TYMS* repression

The above results indicate that *TYMS* expression strongly correlates with NAA40 activity and drug response. Thus, we next looked into possible mechanisms through which NAA40 could mediate transcriptional regulation of *TYMS*. Because NAA40 affects *TYMS* activation through its acetyltransferase activity (Fig. 5B) that is known so far to selectively target histones [21], we turned our focus on the NAA40 antagonizing mark H2A/H4S1ph which has been previously implicated in transcriptional repression [6, 26]. In addition to the robust increase in the bulk levels of H2AS1ph shown by western blot, ChIP analysis showed higher occupancy of H2A/H4S1ph on the *TYMS* gene in NAA40-knockdown cells (2.5-fold increase) compared to SCR control cells (Fig. 6A), which is consistent with *TYMS* downregulation under these conditions (Fig. 1A, C). To further support the connection between H2A/H4S1ph and *TYMS* repression, we examined its expression after exposing doxycycline-treated SCR and NAA40-KD cells to CX-4945 (Silmitasertib), a selective inhibitor of kinase CK2α which mediates H2A/H4S1ph. Importantly, we found that treatment of NAA40-depleted cells with CX-4945 reduced the levels of both H2A and H4 serine 1 phosphorylation and this was accompanied by restoration of *TYMS* expression (Fig. 6B,C).

**Fig. 6:**
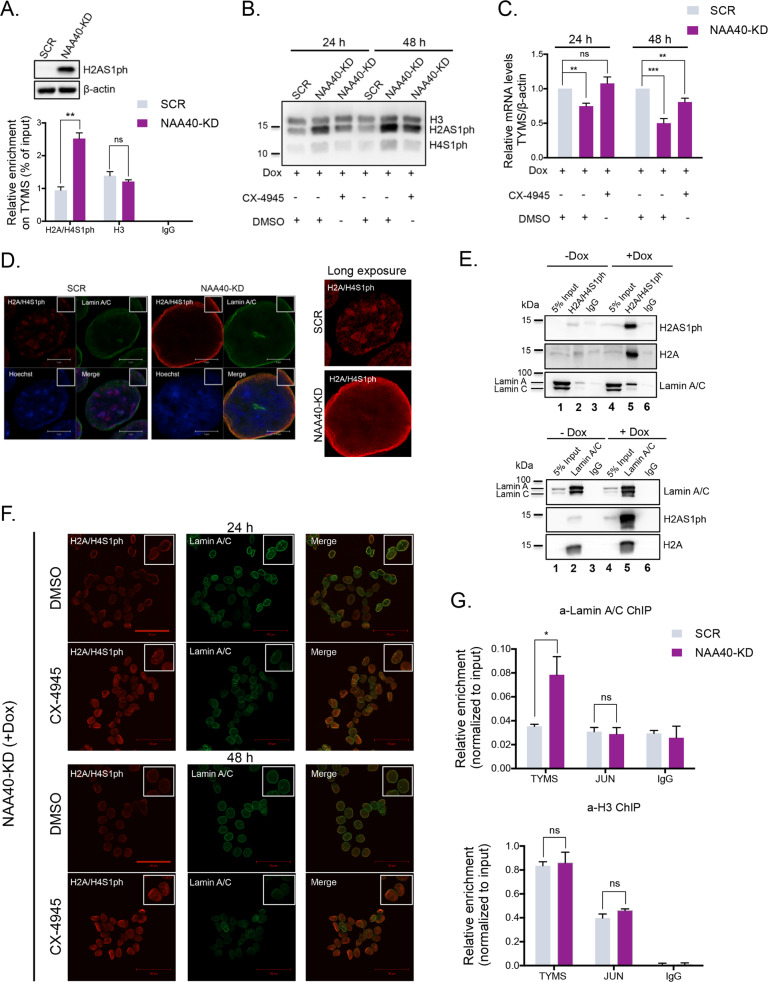
The NAA40 antagonizing mark H2AS1ph is localized at the nuclear periphery and silences *TYMS* expression. **A** Western blot analysis of cell extracts derived from dox-treated SCR or NAA40-KD2 HCT116 cell lines using antibodies against H2A/H4S1ph and β-actin (top panel). ChIP-qPCR (mean ± s.d., *N* = 3) in dox-treated SCR and NAA40-KD2 cells monitoring the enrichment of H2AS1ph, H3 and IgG on *TYMS* gene relative to input (bottom panel). **B** Western blot analysis (*N* = 3) and **C** qRT-PCR analysis (mean ± s.d., *N* = 3) in dox-treated SCR and NAA40-KD2 HCT116 cells cultured with CX-4945 or DMSO for 24 h and 48 h. **D** Representative super-resolution confocal images of H2A/H4S1ph (red) and Lamin A/C (green) in SCR and NAA40-KD2 cells treated with doxycycline for 72 h (left panel). Scale bar, 5 μm. Higher exposure confocal images of H2A/H4S1ph in doxycycline-treated SCR and NAA40-KD2 cells (right panel). **E** Immunoprecipitation of H2A/H4S1ph (top panel) or Lamin A/C (bottom panel) followed by immunoblot analysis (*N* = 3) probed with the indicated antibodies in inducible NAA40-KD2 cells treated or not with doxycycline for 72 h. **F** Confocal IF images of H2A/H4S1ph (red) and Lamin A/C (green) in HCT116 inducible NAA40-KD2 cells following treatment with doxycycline and CX-4945 or DMSO control for 24 h or 48 h. Scale bar, 50 μm. **G** ChIP-qPCR analysis on *TYMS* and *JUN* genomic location using antibodies against Lamin A/C, H3 or IgG control in SCR and NAA40-KD2 treated with dox for 72 h. The enrichment for each antibody was normalized to input. All statistical analyses were performed using unpaired two-tailed Student’s t-test (ns=no significance, *p < 0.05, **p < 0.01, ***p < 0.001).

To define how H2A/H4S1ph could mediate transcriptional silencing upon NAA40 knockdown, we next examined the sub-nuclear localization of this repressive histone mark by super-resolution confocal microscopy. Remarkably, upon NAA40 depletion H2A/H4S1ph re-localizes from the nuclear interior to a prominent ring-like distribution around the inner nuclear membrane of the nuclear envelope where it colocalizes with Lamin A/C (Fig. 6D, Supplementary Fig. S7A, B), a compartment typically associated with transcriptionally repressive heterochromatin [27]. Specifically, the distribution of H2A/H4S1ph at the nuclear periphery increases from 20% in SCR cells to 94% in NAA40-KD cells. In addition, introduction of an shRNA resistant wild-type NAA40 protein into NAA40-deficient cells markedly restored H2A/H4S1ph localization at the nuclear interior (Supplementary Fig. S8). To corroborate the association between H2A/H4S1ph and Lamin A/C, we also performed co-immunoprecipitation (co-IP) experiments through which we detected enhanced interaction between Lamin A/C and H2AS1ph upon doxycycline-induced depletion of NAA40 (Fig. 6E, compare lane 2 with 5).

Consistent with *TYMS* de-repression seen upon CX-4945 treatment (Fig. 6C), the ring-like enrichment of H2A/H4S1ph at the nuclear periphery in NAA40-depleted cells was suppressed after inhibition of CK2α (30% of cells) but not in control DMSO-treated cells (90% of cells) (Fig. 6F). These results suggest that since H2A/H4S1ph becomes enriched at the nuclear periphery upon NAA40 knockdown then *TYMS* might also become associated with the nuclear lamina. Hence, we next examined the occupancy of Lamin A/C at the *TYMS* genomic locus in cells expressing or lacking NAA40. ChIP analysis revealed significantly increased occupancy of Lamin A/C at the *TYMS* gene upon loss of NAA40 but not in SCR control cells, whereas no significant binding was detected at the control *JUN* promoter (Fig. 6G) [28]. Taken together, these data highlight a role for NAA40 in controlling the abundance and localization of its antagonizing H2A/H4S1ph mark at the heterochromatin-associated nuclear lamina thus preventing *TYMS* transcriptional silencing.

## Discussion

Metabolic dysfunction is one of the major hallmarks of cancer and emerging studies are highlighting that epigenetic mechanisms could prompt this dysregulation [29–31]. However, the contribution of this cross-regulation in therapeutic resistance is underexplored. Here, we have focused our studies on deciphering the molecular role of NAA40 in colorectal cancer in which it was previously implicated [5] and we have established a new function for this enzyme in bridging epigenetic regulation and metabolism that is exploited by cancer cells to counteract anti-metabolite drug therapy. It is important to note that the principle of resistance established here might have broader implications in other cancers since NAA40 is upregulated in various types of tumours [4], many of which are routinely treated by chemotherapy regimens encompassing anti-metabolite agents and may develop non-genetically induced chemoresistance [32, 33].

During this study, we combined transcriptomics and metabolomics analysis to reveal that NAA40 modulates two inter-connected parts of the one-carbon metabolic network which impact on one side methylation reactions and on the other side nucleotide biosynthesis. Specifically, among the deregulated genes found in our RNA-seq analysis we identified a set of genes encoding metabolic enzymes implicated within the methionine cycle. Subsequently, LC/MS analysis demonstrated that NAA40 depletion profoundly affects the abundance of critical intermediary methionine and one carbon cycle metabolites, such as methionine, SAM and UMP, which are intimately connected to the deregulated metabolic enzymes. Accordingly, 1 C metabolic rewiring in response to loss of NAA40 or its histone acetyltransferase activity induces global histone methylation which attenuates CRC cell growth. Importantly this rewiring can be reverted if the methionine and folate cycles are uncoupled by preventing *MTHFR* expression. This finding strongly suggests that NAA40 upregulation in colorectal cancer cells [5] serves to dampen SAM production and associated chromatin methylation in order to sustain malignant properties (Fig. 7). In particular, elevated SAM abundance upon NAA40 knockdown is associated with a pronounced increase in various histone methylation marks since we have demonstrated enhancement in the total levels of H3K4me3, H3K36me3, H3K79me2, H3K9me3 and H3K27me3, whereas H3K79me3 remained unaffected. In line with this, it was previously reported that alterations in SAM abundance mediated either by dietary interventions or disruption of relevant metabolic enzymes, such as Nicotinamide N-methyltransferase (NNMT), impacts several methylated histone residues but the effects are not widespread [16, 17]. It was suggested that this diverse response to SAM abundance could stem from the different affinities (K_m_ values) of particular methyltransferase enzymes for SAM or the diverse turnover rates of individual histone methylation marks [9]. Generally, H3K4me3, H3K36me3, H3K9me3, H3K27me3 and H3K79me2 have been shown to be highly sensitive to changes in SAM levels, whereas H3K79me3 and H3R17me2a were found to be less responsive to such metabolic alterations [16, 17]. Moreover, some of the affected methylated sites have been previously ascribed roles as methyl sinks in order to maintain SAM homeostasis [34].

**Fig. 7:**
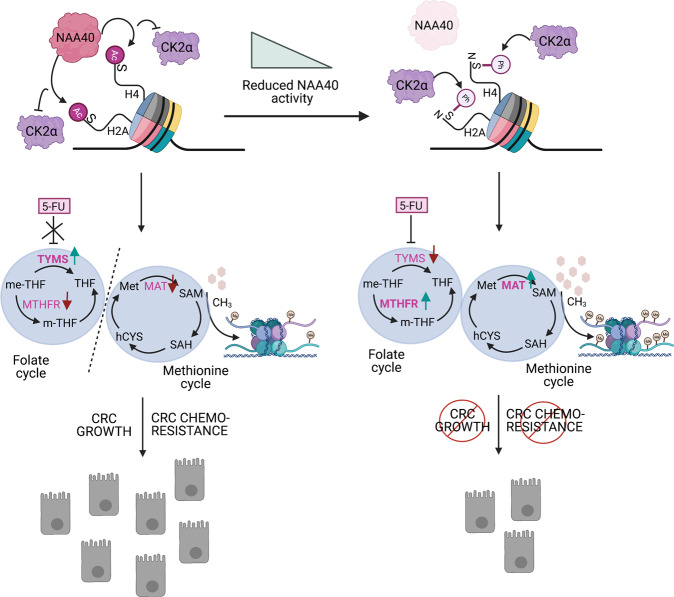
Model for the NAA40-mediated effects on cancer cell growth and chemoresistance through regulation of one-carbon metabolism. High NAA40 activity towards histones H2A and H4 in colorectal cancer (CRC) cells antagonizes CK2α-mediated H2A/H4S1ph inducing *TYMS* expression and promoting resistance to 5-FU anti-metabolite agent. At the same time, NAA40 upregulation decreases *MTHFR* and *MAT1A* levels resulting in low SAM concentrations, reduced global histone methylation and contributing to CRC cell growth. Conversely, loss of NAA40 activity results in the deposition of H2A/H4S1ph at the nuclear periphery, downregulation of *TYMS* and increased sensitivity to 5-FU, whereas concomitant upregulation of *MTHFR* and *MAT1A* lead to high SAM abundance, increased bulk histone methylation levels and reduced CRC cell growth. Image created with BioRender.com.

At the expense of chromatin methylation, one-carbon groups could also be consumed by TYMS for the production of the nucleotide dTMP supporting DNA synthesis and drug resistance. In the current study we show that high levels of NAA40 are tightly associated with lower sensitivity of CRC cells to 5-FU antimetabolite drug in cell-based assays, xenograft tumours and human primary cancer tissues. At the molecular level, we show that NAA40-mediated resistance of CRC cells to 5-FU is dependent on the transcriptional regulation of the one-carbon metabolic gene *TYMS* whose encoded enzyme is directly targeted by 5-FU (Fig. 7). Importantly, 5-FU is the frontline regimen for patients with colorectal cancer. Although considerable progress has been made in the diagnosis and treatment of this malignancy, CRC remains a major cause of cancer related mortality in both genders mainly as a result of developed resistance to 5-FU-based chemotherapy [22, 23]. Therefore, there is an urgent need to identify biomarkers that would predict poor drug response and thus eliminate disease recurrence. In addition, insights for new combinatorial therapies are needed in order to improve the efficacy of current 5-FU based chemotherapies. For instance, a recent study has shown that modulating one-carbon metabolism by methionine restriction can synergize with 5-FU to inhibit CRC cell growth [35]. This synergistic effect possibly lies in the fact that during methionine deprivation there is an increased flux of carbon units into the methionine cycle leading to histone methylation reprogramming which antagonizes dTMP synthesis by TYMS thus rendering cells more responsive to 5-FU [35, 36]. It would be interesting to determine in the future if NAA40 can act as a molecular sensor coupling nutrient availability to one-carbon metabolism. Nonetheless, our data argue that targeting NAA40 could be part of such combinatorial therapies and this prospect is further supported by the fact that this enzyme can be specifically inactivated by potent small-molecule inhibitors that have been recently discovered [37].

Our findings unveil the mechanism through which NAA40 regulates *TYMS* expression. Specifically, we provide evidence that *TYMS* silencing in NAA40-deficient cells is controlled by CK2α-mediated H2A/H4S1ph which has been previously reported to negatively crosstalk with NAA40-mediated histone N-terminal acetylation and inhibit transcription [6, 26]. Nevertheless, we show for the first time to our knowledge that the NAA40 antagonizing mark H2A/H4S1ph is strikingly redistributed from the interior of the nucleus to the nuclear periphery where it interacts with Lamin A/C. Co-enrichment of H2A/H4S1ph and Lamin A/C on the genomic locus of the one-carbon metabolic gene *TYMS* upon NAA40 depletion could mediate *TYMS* repression and thus reduced resistance against 5-FU. Since anchoring of chromatin to the nuclear lamina associates with heterochromatin compartments and transcriptional silencing [38, 39], our findings provide new insight on the repressive nature of H2A/H4S1ph which could serve as a critical factor for heterochromatin organization at the nuclear periphery driving gene inactivation and halting cancer-associated phenotypes. This implication of H2A/H4S1ph could be of particular importance in the future since it was recently shown that in tumour tissues substitution of serine (S) to cysteine (C) at position 1 is the most frequently occurring mutation on histone H2A and the second most frequent mutation on histone H4, further signifying the value of S1 modifications in carcinogenesis [40]. Moreover, subsequent studies are needed to explore whether re-localization of H2A/H4S1ph at the nuclear periphery in the absence of NAA40 influences the expression of other genes, since the nuclear lamina serves as a docking site for several genes [41, 42].

To conclude, our data show that NAA40 controls key metabolic genes to promote nucleotide synthesis and resistance to antimetabolite therapy. Hence, our results strongly favor the idea that NAA40 is a critical mediator at the interface between epigenetics and metabolism by linking one-carbon cycle to drug response and signify its potential as a novel predictive factor and therapeutic target in colorectal cancer.

## Materials and methods

### Cell culture

The HCT116 cell line was kindly provided by Dr. Pantelis Hatzis (Biomedical Sciences Research Center ‘Alexander Fleming’) and the HT-29 (catalogue no. HTB-38), SW480 (catalogue no. CCL-228) and SW620 (catalogue no. CCL-227) cell lines were purchased from ATCC. All CRC cell lines were cultured in McCoy’s 5a medium (Gibco, Invitrogen) supplemented with 10% fetal bovine serum (Gibco, Invitrogen) and 1% penicillin/streptomycin (Gibco, Invitrogen). The human embryonic kidney HEK-293 T (catalogue no. CRL-3216) cell line was purchased from ATCC and was cultured in DMEM medium (Gibco, Invitrogen) supplemented with 10% fetal bovine serum and 1% antibiotic (penicillin/streptomycin). Cells were grown in a humidified atmosphere at 37 °C containing 5% CO_2_ and were routinely tested for mycoplasma contamination. All cell lines were used to construct dox-inducible shRNA-knockdown lines for NAA40 or Scramble (SCR) control as previously described (Demetriadou et al). For CK2α inhibition cells were treated with 7 μM or 5 μM of CX-4945/Silmitasertib (HY-50855, MCE) for 24 h and 48 h, respectively.

### Lentiviral overexpression of wild-type and mutant NAA40 in CRC cells

The pLenti/p53-V5_wt plasmid (Addgene, #22945) containing a C-terminal V5 tag was used in which p53 was replaced with the full-length human NAA40 cDNA subcloned from pOTB7 vector between BamHI and XhoI restriction sites. As a control, pLenti/V5-empty vector (Empty vector) was used that is not encoding for anything between the two restriction sites. To generate the shRNA-resistant constructs, six silent mutations were introduced by site-directed mutagenesis using the Pfu Turbo DNA polymerase (Agilent Technologies) in the region of NAA40 cDNA that is targeted by NAA40-KD2 shRNA (5’-GAAAGTGATGCTGACGGTGTT-3’ where substituted nucleotides are underlined) hence constructing the shRNA-resistant wild-type pLenti/NAA40-V5rescue plasmid (Resistant NAA40(WT)-V5). The synonymous mutations have been introduced sequentially using three different sets of primers (Supplementary Table S1). Catalytically dead Resistant NAA40(E139Q)-V5 plasmid was generated by site-directed mutagenesis of the pLenti/NAA40-V5rescue vector. The primers used for the site-directed mutagenesis were purchased from Integrated DNA Technologies (IDT) (Supplementary Table S1). For lentiviral packaging, each of the recombinant vectors was co-transfected with the psPAX2 lentivirus packaging vector and the PMD2G lentivirus envelope plasmid in HEK-293T cells by using X-tremeGENE 9 DNA transfection reagent (Roche) according to manufacturer’s instructions. Upon 48 h of transfection the virus containing supernatant was collected and used to stably infect doxycycline inducible HCT116/NAA40-KD cells in the presence of 10 μg/ml polybrene. The pool of efficiently transduced cells was selected in complete McCoy’s 5a medium containing 20 μg/ml BlasticidinS-HCL (A1113903, Thermo Fisher Scientific) for 4 d. For the shRNA induction, cells were treated with doxycycline hyclate (Sigma–Aldrich) at an assay dependent concentration and time period.

### Transient RNA interference

HCT116 cell lines were seeded in antibiotic-free medium and grown to 40% confluence at the time of transfection. Subsequently, the cells were transiently transfected with 20 nM of siMTHFR (4392420, s9036, Ambion) or 10 nM of siTYMS (4392420, s14538, Ambion) or the negative control (4390843, Ambion) for 72 h using Lipofectamin RNAiMAX (Invitrogen) according to manufacturer’s instructions. MTHFR knockdown was preformed in HCT116/SCR and HCT116/NAA40-KD stable cells in the presence or absence of 1 μg/ml doxycycline. For TYMS silencing experiments, the transiently transfected HCT116 Empty vector or o/e NAA40(WT)-V5 stable cells were also treated with 5 μM of 5-FU (F 6627, Sigma) or DMSO control.

### RNA extraction and quantitative Real Time PCR (qRT-PCR)

Total RNA was extracted using the RNeasy Mini kit (Qiagen) according to the manufacturer’s instructions and was then treated with DNAse using the TURBO DNAse kit (Ambion). An amount of 0.5 μg total RNA was then reverse transcribed to complementary DNA using the PrimeScript RT reagent kit (Takara) with random primers. qRT-PCR was carried out using KAPA SYBR Green (SYBR Green Fast qPCR Master Mix) and the Biorad CFX96 Real-Time System. Expression data were normalized to the mRNA levels of the β-actin housekeeping gene and calculated using the 2^−ΔΔCt^ method. Primer sequences were obtained from IDT (Supplementary Table S2).

### RNA-sequencing and bioinformatics analysis

Total RNA was isolated from the HCT116/SCR and HCT116/NAA40-KD engineered cells in the presence or absence of 1 μg/ml dox for 96 h using the RNeasy mini kit (Qiagen) according to manufacturer’s instructions. Four independent RNA samples were prepared from each of the four conditions: SCR (−dox), SCR (+dox), NAA40-KD (−dox) and NAA40-KD (+dox). Efficient NAA40 knockdown was evaluated through qRT-PCR using specific primers against NAA40 and β-actin (Table S2). Total RNA was isolated from the HCT116/SCR and HCT116/NAA40-KD engineered cells in the presence or absence of 1 μg/ml dox for 96 h using the RNeasy mini kit (Qiagen) according to manufacturer’s instructions. Four independent RNA samples were prepared from each of the four conditions: SCR (−dox), SCR (+dox), NAA40-KD (−dox) and NAA40-KD (+dox). Efficient NAA40 knockdown was evaluated through qRT-PCR using specific primers against NAA40 and β-actin (Supplementary Table 2). Sequencing libraries were prepared using the NEBNext stranded RNA library prep kit according to the manufacturer’s protocol. Sequenced reads were aligned to the mm10 genome via STAR (v 2.4.1b) [43]. Gene counts were calculated using featureCounts of the Rsubread package (R/Bioconductor). Only reads with counts per million >1 were kept for subsequent analysis. Counts were normalized using the internal TMM normalization in edgeR [44] and differential expression was performed using the limma package [45]. Significant genes with an absolute logFC > 1 and adjusted *P* < 0.05 were considered differentially expressed. For examination of NAA40 expression through the cell cycle we examined publicly available expression data from synchronized primary human fibroblasts (GSE104616). Data were obtained from GEO omnibus for the single NAA40 probe (7940824) contained within the microarray platform used (GPL11532) and no further processing was performed.

### Metabolite extractions

HCT116 SCR and NAA40-KD cells were seeded at a density of 1.5 × 10^5^ cells/ml and treated with 4 μg/ml doxycycline for 24 h. Metabolites were extracted from cells using a modified method of Folch and colleagues [46]. Briefly, 5 × 10^6^ cells were homogenized in chloroform/methanol (2:1, v/v, 750 μL). Samples were sonicated for 15 min and deionized water was added (300 μL). The organic and aqueous phases were separated following centrifugation (13,000 x g for 20 min). The resulting organic and aqueous phases were dried under a stream of nitrogen gas and a vacuum centrifuge, respectively.

### Metabolomic analysis

Aqueous extracts were reconstituted in acetonitrile 10 mM ammonium carbonate (7:3, v/v, 50 μL) containing an internal standard mix (AMP 13C10, 15N5; ATP 13C10, 15N5; Glutamate U13C, U15N; Leucine-d10, Phenylalanine-d5, Proline U13C, U15N; and Valine-d8). Samples were injected onto a Vanquish UHPLC attached to a TSQ Quantiva triple quadrupole mass spectrometer (Thermo Scientific) with a heated ESI source.

For the normal phase analysis, metabolites were separated with a BEH-amide (150 ×2.1 mm 1.7 μm) column at 30 °C. The mobile phase consisted of: (A) 0.1% of ammonium carbonate and (B) acetonitrile and was pumped at a flow rate of 0.6 mL/min. The gradient was programmed as follows: 80% of B for 1.50 min followed by a linear decrease from 80% to 40% of B for 3.5 min and finally returned to initial conditions.

For reverse phase analysis, samples were dried and reconstituted in 10 mM ammonium acetate solution and analyzed with an ACE C18 PFP (150 × 2.1 mm 5 µm) column at 30 °C. The mobile phase consisted of: (A) 0.1% formic acid in water and (B) 0.1% formic acid in acetonitrile, pumped at 0.5 mL/min. The gradient was programmed as follows: 0% of B for 1.60 min followed by a linear increase from 0% to 30% of B for 4 min and to 90% by 4.5 min, held for 1 min and then returned back to initial conditions.

The mass spectrometer was operated in SRM mode in both positive and negative ion mode; collision energies and RF lens voltages were generated for each species using the TSQ Quantiva optimization function. Xcalibur Software (Thermo Scientific) was used to identify peaks, process mass spectra and normalize data to the closest-eluting internal standard. All variables were log transformed and subjected to Pathway analysis and metabolite set enrichment analysis of significant metabolites in Metaboanalyst 4.0 (www.metaboanalyst.ca).

### Protein extraction

Protein extracts were isolated using Lysis Buffer (50 mΜ Tris-HCL pH 8, 3 mM EDTA, 100 mM NaCL, 1% Triton-X-100, 10% glycerol, 0.5 mM PMSF and 1X protease inhibitor cocktail) and total protein concentration was quantified by Bradford assay (BioRad). For efficient NAA40 detection, whole cell extracts were resuspended in a tenfold volume of Laemmli sample buffer (50 mM Tris-HCL pH 6.8, 2% SDS, 10% glycerol, 1% β-mercaptoethanol, 12.5 mM EDTA and 0.02% bromophenol blue) and alternatively boiled and chilled three times to disrupt cell membranes. For histone acid extraction, cells were lysed in hypotonic lysis buffer (10 mM Tris-HCL pH 8, 1 mM KCL, 1,5 mM MgCl_2_, 0,1% Triton X-100 and 1X protease inhibitor cocktail) and incubated for 30 min with constant agitation at 4 °C. Isolated nuclei were then washed once in hypotonic lysis buffer and after centrifugation at 6500 g for 10 min, were resuspended in 0,2 M HCL (4 × 10^7^ nuclei per ml) and incubated overnight with constant rotation at 4 °C. Histones were isolated by centrifugation at 6500 g for 10 min and the pH was neutralized with 2 M NaOH at 1/10 of the volume of the supernatant.

### Immunoblotting

Twenty-five micrograms of protein extract, six micrograms of histone extracts or 10% of the laemmli-extracted samples were separated on SDS-PAGE and then transferred to a nitrocellulose membrane (GE Healthcare). After blocking with 5% TBS-T/BSA for 1 h at RT, the membranes were incubated with the primary antibodies overnight at 4 °C. The primary antibodies that were used in this study are listed in Supplementary Table 3. For secondary antibody a Horseradish peroxide (HRP)-conjugated goat anti-rabbit IgG (Thermo Scientific) was used at a dilution of 1:30000 and an HRP-conjugated goat-anti mouse IgG (P0447, Dako) was used at a dilution of 1:1000. The intensity values were normalized against β-actin and are expressed relative to the SCR control.

### Sub-cellular fractionation

Ten million cells were harvested in 1X PBS and lysed in Buffer A (10 mM HEPES, 10 mM KCL, 1.5 mM MgCl_2_, 0.34 mM sucrose, 10% glycerol, 0.1% Triton X-100 and 1X protease inhibitor cocktail) on ice for 10 min. Following centrifugation at 1300 g for 5 min at 4 °C, the supernatant S1 was centrifuged at maximum speed for 10 min and the supernatant S2 was taken as the cytoplasmic fraction. Pellet P1 was washed in Buffer A (without 0.1% Triton X-100), lysed in Buffer B (3 mM EDTA, 0.2 mM EGTA, 10 mM HEPES and 1X protease inhibitor cocktail) for 30 min on ice and pelleted at 6000 g for 10 min to obtain supernatant S3 that represents the nucleoplasmic fraction. The insoluble chromatin pellet P3 was then washed twice in Buffer B and resuspended in 1X Laemmli sample buffer. For whole cell extract control ten million cells were resuspended in 1X Laemmli sample buffer and alternatively boiled and chilled three times.

### Chromatin immunoprecipitation (ChIP) assay

Doxycycline treated SCR and NAA40-KD HCT116 cells were first fixed in 1% PFA for 10 min and quenched with 125 mM of glycine for 10 min. After the cells were lysed in SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCL pH 8 and protease inhibitor cocktail), the DNA was sheared by sonication (40 sec ON/40 sec OFF for 6 cycles) in a Bioruptor (Diagenode) to obtain chromatin fragments between 300 and 800 bp. The chromatin was diluted 1:10 in IP buffer (1% Triton X-100, 2 mM EDTA, 50 mM Tris-HCL pH 8, 150 mM NaCl and protease inhibitor cocktail) followed by 1 h pre-clearing in a 1:1 A/G Sepharose beads mix (#17-5280-01 and #17-0618-01, GE Healthcare) at RT. Thirty micrograms of chromatin were incubated with H4/H2AS1ph (ab177309, Abcam; 3 μg), Lamin A/C (sc-7292X, Santa Cruz; 5 μg), H3 (ab1791, Abcam; 2 μg) or IgG (Biogenesis 5180-2104) antibodies for 1 h at 4 °C and subsequently 50% slurry protein A or G beads (blocked in salmon sperm DNA and BSA) were added and incubated overnight at 4 °C. Following washing steps, the immunoprecipitated chromatin was eluted in freshly prepared elution buffer (1% SDS and 0.1 M NaHCO3) and reverse cross-linked using 200 mM NaCl containing 0.5 μg/μl RNase (Roche) at 65 °C for 5 h. The samples were purified using the QIAquick PCR purification kit (QIAGEN) and analyzed with qRT-PCR. The sequence of the primers used in this analysis are listed in Supplementary Table 2.

### Co-immunoprecipitation

Ten million cells were harvested in 1X PBS and lysed in 1 ml ice-cold IP buffer (20 mM Tris-HCL p^H^8, 137 mM NaCl, 1% Triton X-100, 2 mM EDTA and 1X protease inhibitor cocktail) for 30 min with constant mixing at 4 °C. Following centrifugation at 12,000 rpm for 20 min at 4 °C, the soluble supernatant fraction was pre-cleared with Protein A sepharose beads for 1 h at 4 °C. Five percent of the lysate was kept as “Input” to serve as a positive control. Lysates were then mixed with 60 μl of Protein A sepharose beads that were pre-incubated with 4 μg of H4/H2AS1ph (ab177309, Abcam), Lamin A/C (sc-7292 X, Santa Cruz) or IgG (Biogenesis 5180-2104) antibodies for 4 h and blocked in salmon sperm DNA for 40 min. Following overnight incubation with constant agitation at 4 °C, the antibody-beads-protein complexes were centrifuged and washed three times with low salt buffer (10 mM Tris-HCL p^H^7.4, 1 mM EDTA, 1 mM EGTA, 150 mM NaCl, 1% Triton X-100 and 1X protease inhibitor cocktail) and IP samples were eluted in 2X Laemmli buffer at 95 °C for 10 min.

### Immunofluorescence imaging

Cells were fixed in 100% ice-cold methanol at −20 °C for 10 min, washed three times with 1X PBS and further permeabilized in 0.3% Triton X-100 for 10 min. Following blocking in 10% normal goat serum (MP Biomedicals), cells were incubated with the primary antibody in blocking buffer at 4 °C overnight. The following antibodies were used for immunofluorescence: H4/H2AS1ph (ab177309, Abcam; 1:2000), Lamin A/C (ab238303, Abcam; 1:1000), H3K4me3 (ab8580, Abcam; 1 μg/ml) and H3K36me3 (ab9050, Abcam; 1 μg/ml). Next, cells were washed three times with 1X PBS and following incubation with Alexa Fluor 568 goat anti-rabbit (A11011, Thermo Fisher Scientific; 1:1000) and Alexa Fluor 488 goat anti-mouse (A11001, Thermo Fisher Scientific; 1:1000) secondary antibodies diluted in 10% normal goat serum for 1 h at room temperature, nuclei were stained with DAPI (Dako) or Hoechst 33342 (Invitrogen). Samples were imaged on a ZeissAxio Observer.A1 microscope. For confocal and super resolution microscopy imaging was carried out on a ZEISS LSM 900 with Airyscan 2 using Zen blue for acquisition and processing. Airyscan2 images were processed using the default deconvolution settings and histogram stretching, applied when required, was identical between control and treated samples for each channel.

### MTT assay

To assess cell viability, CRC cells were seeded in a 96-well plate at a concentration of 2.5 × 10^4^ cells/ml. At the end of each treatment, 1 mg/ml MTT dye (Invitrogen) was added to each well and then cells were placed at 37 °C for 3 h. The formazan product was solubilized in DMSO and the plate was shaken for 20 min in dark. The absorbance was read at 570 nm by using a Perkin Elmer Wallac Victor 1420-002 Multilabel Counter.

### Cell cycle analysis

Cells were harvested by trypsinization, washed in 1X PBS and fixed in 70% ice-cold ethanol overnight at 4 °C. Fixed cells were pelleted by centrifugation at 2000 rpm for 5 min and resuspended in 1X PBS with 0.2 mg/ml RNase A (12091-021, Invitrogen) and 0.01 mg/ml PI (40017, BIOTIUM). After incubation at 37 °C for 30 min, samples were analyzed using Guava EasyCyte^TM^ flow cytometer and the GuavaSoft analysis software (Millipore, Watford, UK).

### Tumor xenografts in nude mice

The xenograft studies were performed at the animal facility of the Cyprus Institute of Neurology and Genetics under animal project license (CY/EXP/PR.L10/2018) issued and approved by the Cyprus Veterinary Services which is the Cyprus national authority for monitoring animal research for all academic institutions according to the regulations contained in the Cyprus Law N.55 (I)/2013 and the EU Directive 2010/63/EU. A total of 2.5 × 10^6^ HCT116 cells stably transfected with Empty vector or o/e NAA40(WT)-V5 plasmid were suspended in 40 μl of serum-free McCoy’s 5a medium and inoculated subcutaneously in the left flank of 6 week-old male CD1 nude immunodeficient mice. Once the tumors reached an average size of about 50 mm^3^ (day 10) groups were size-matched (*n* = 8) and mice were treated with 5-FU (50 mg/kg every 72 h) or saline vehicle control through intraperitoneal injection. Throughout the experiment, mice were monitored for their overall health condition. Tumor volume was measured twice per week using a digital caliper and calculated using the volume of an ellipsoid and assuming that the third dimension, *z*, is equal to $$\sqrt {x\,y}$$. Therefore, the volume was given by the equation: $$V = \frac{{4\pi }}{3}\frac{{\left( {xyz} \right)}}{8}$$. At the end of the experiment, mice were euthanized and tumors were excised, weighted and stored for further processing.

### Meta-analysis of CRC datasets

RNA-seq expression data for colorectal cell lines were obtained from Depmap portal (https://depmap.org/portal/) [47]. The cancer genome atlas (TCGA) data where obtained using the UCSC Xena tool [48]. Pearson’s correlation was then calculated. NAA40 microarray data were extracted from GEO omnibus for two studies of colorectal cancer patients receiving FOLFOX chemotherapy regiment and for which patients were classified into “responders” and “non-responders” (GSE69657 and GSE28702). For both these studies transcriptomics were performed using the same platform (GPL570 [HG‐U133_Plus_2] Affymetrix Human Genome U133 Plus 2.0 Array). The values for the two NAA40 probes in this platform (222369_at and 218734_at) were extracted and averaged without any further normalization. *P* values were calculated using Fisher method.

### Statistical analysis

Statistical analysis was carried out using GraphPad Prism (v.6.01, La Jolla, CA). All presented data are the mean ± s.d. of at least three independent experiments and comparisons between groups were performed using Unpaired Student’s *t* test unless otherwise stated in the figure legend. Differences with ^*^p < 0.05 were considered to be statistically significant.

## Supplementary information

Supplemental Figure legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

Table S1

Table S2

Table S3

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Material. The accession number for the RNA-sequencing data reported here is GSE167474.

# Supplementary material for: Histone N-terminal acetyltransferase NAA40 links one-carbon metabolism to chemoresistance
**Source:** Oncogene. 2021 Nov 16;41(4):571–85. doi: 10.1038/s41388-021-02113-9
**Supplement:** Supplementary file 1 — Supplemental Figure legends

**Supplemental figure legends**

**Figure S1. Effects of NAA40 knockdown in cell cycle and metabolite abundance.** (A) Flow cytometry analysis (mean ± s.d., N=2) of HCT116 cells stably transfected with doxycycline-inducible SCR or two independent NAA40-KD (NAA40-KD1 and NAA40-KD2) constructs upon treatment with 1 μg/ml dox for 96 h. (B) Intracellular levels of the indicated metabolites found in one-carbon network (*top panel*) and glycolysis (lower panel) measured by UPLC-MS (mean ± s.e., N=3) in HCT116 SCR and NAA40-KD2 cells treated with doxycycline. Unpaired two-tailed Student’s t-test was used (*p<0.05, **p<0.01).

**Figure S2. NAA40 depletion affects chromatin bound histone methylation.** (A) Western blot analysis (N=3) of acid extracted histones from dox-treated SCR and NAA40-KD2 using antibodies against H2A/H4S1ph, H3, H2A and H4. (B) IF staining (N=2) using antibodies against H3K4me3 and H3K36me3 in dox-treated SCR, NAA40-KD1 and NAA40-KD2 HCT116 cells. Cell nuclei are indicated with DAPI stain. Scale bar, 100 μm. (C) Western blot analysis (N=2) in whole cell (5% Input), nucleoplasmic (Nucl.) and chromatin-bound (Chr.) protein extracts derived from biochemical fractionation of dox-treated SCR or NAA40-KD2 cells.

**Figure S3. NAA40 knockdown reduces cell viability.** MTT assay (mean ± s.d., N=3) of SCR and two independent NAA40-KD (NAA40-KD1 and NAA40-KD2) HCT116 cell lines incubated with dox for the indicated time points. Cell viability is shown as a percentage relative to the corresponding dox untreated cells. Unpaired two-tailed Student’s t-test was used (ns=no significance, *p<0.05, **p<0.01, ***p < 0.001).

**Figure S4. NAA40-KD effects are maintained in the absence of active cell cycle**. (A) Time course of NAA40 expression levels in primary human fibroblasts (NHDF) synchronised by culture in 0.1% Foetal calf serum for 48 hours followed by full media replacement. Two or three replicates were examined at each timepoint, with the symbol representing average expression and the error bars standard deviation. (B) Phase contrast microscopy of doxycycline treated and untreated HCT116 NAA40-KD2 cells cultured in 10%, 0,5% and 0% fetal bovine serum (FBS) for 72h. The images are representative fields from at least three independent replicates. Scale bar, 100 μm. (C) Western blot analysis of NAA40-KD2 cells cultured in 10%, 0,5% or 0% FBS and treated with or without doxycycline for 72h using antibodies against the specified antibodies. (D) qRT-PCR analysis (mean ± s.d., N=3) demonstrating the -Dox/+Dox ratio of *NAA40*, *TYMS* and *MTHFR* mRNA levels normalized to *β-actin* in HCT116 inducible NAA40-KD cells treated with or without doxycycline in the presence of 10%, 0,5% or 0% FBS for 72h.

**Figure S5. NAA40 affects one-carbon metabolism and histone methylation in different CRC cell lines.** (A) Western blot analysis (N=3) of cell extracts derived from dox-treated SCR or NAA40-KD (NAA40-KD1 and NAA40-KD2) HT-29, SW480 and SW620 colorectal cancer cells. (B) qRT-PCR analysis (mean ± s.d., N=3) of *NAA40* and *MTHFR* mRNA levels normalized to β-actin performed in dox-treated HT-29, SW480 and SW620 engineered to express SCR or NAA40-KD2. Student’s t-test was used (**p < 0.01, ***p < 0.001).

**Figure S6. *NAA40* and *TYMS* transcript levels are elevated in CRC cell lines and patient specimens.** (A) Scatter plot demonstrating the correlation between the expression of *NAA40* and *TYMS* in 70 colorectal cancer cell lines. Statistical analysis was performed using Pearson’s rank correlation coefficient (r). The orange line demonstrates the regression slope. (B) Box plots showing the mRNA transcript levels of *NAA40* (left panel) and *TYMS* (right panel) in colorectal (COAD) normal and cancer (CRC) human tissues. Data were obtained from the online Gene Expression Profiling Interactive analysis (GEPIA) database.

**Figure S7. H2A/H4S1ph localizes at the nuclear periphery upon NAA40 knockdown.** (A) Fluorescence intensity profile of H2AS1ph, Lamin A/C and Hoechst signal along the drawn line in doxycycline-treated SCR and NAA40-KD2 cells (confocal images presented in Fig. 6D). Scale bar, 50 μm. (Β) Confocal images of H2A/H4S1ph (red) and Lamin A/C (green) in SCR and NAA40-KD2 HCT116 cells treated with doxycycline for 72 h. Scale bar, 50 μm. Cell nuclei are indicated with Hoechst stain.

**Figure S8. Localization of H2A/H4S1ph at the nuclear periphery is rescued in cells overexpressing wild type NAA40.** Confocal images of H2A/H4S1ph (red) and Lamin A/C (green) in inducible HCT116 NAA40-KD2 cells that stably overexpress the shRNA-Resistant NAA40(WT)-V5 and are treated with doxycycline for 72 h to deplete the endogenous NAA40. Scale bar, 50 μm.

# Supplementary material for: Histone N-terminal acetyltransferase NAA40 links one-carbon metabolism to chemoresistance
**Source:** Oncogene. 2021 Nov 16;41(4):571–85. doi: 10.1038/s41388-021-02113-9
**Supplement:** Supplementary file 10 — Table S1

 Table S1. Primers for cloning

| Primers used for the subcloning of NAA40 cDNA from the pOTB7 vector​ | **Forward (5🡪3)**​ | **Reverse (5🡪3)**​ |
| --- | --- | --- |
| Subcloning primer set​ | TGCGGATCCAATGGGGAGAAAGTCAAGC ​ | TTGCTCGAGCCGTGGCAGCAGCCACCACA ​ |
| Primers used for the generation of the Empty vector plasmid​ | **Forward (5🡪3)**​ | **Reverse (5🡪3)**​ |
| Empty vector primer set​ | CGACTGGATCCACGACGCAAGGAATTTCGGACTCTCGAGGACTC ​ | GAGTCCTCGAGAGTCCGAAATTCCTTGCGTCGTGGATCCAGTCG ​ |
| Primers used for the generation of the shRNA Resistant plasmid​ | **Forward (5🡪3)**​ | **Reverse (5🡪3)**​ |
| Rescue primer set A​ | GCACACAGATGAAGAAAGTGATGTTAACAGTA ​ | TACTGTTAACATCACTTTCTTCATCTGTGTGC ​ |
| Rescue primer set B​ | GAAGAAAGTGATGCTGACAGTATTTA AACAC ​ | GTGTTTAAATACTGTCAGCATCACTT TCTTC ​ |
| Rescue primer set C​ | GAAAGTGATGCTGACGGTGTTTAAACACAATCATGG ​ | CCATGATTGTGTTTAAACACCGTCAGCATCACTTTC ​ |
| Primers used for the generation of the catalytic mutant shRNA Resistant plasmid​ | **Forward (5🡪3)**​ | **Reverse (5🡪3)**​ |
| Catalytic mutant primer set ​ | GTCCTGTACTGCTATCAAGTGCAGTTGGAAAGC ​ | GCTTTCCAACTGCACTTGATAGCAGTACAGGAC ​ |

# Supplementary material for: Histone N-terminal acetyltransferase NAA40 links one-carbon metabolism to chemoresistance
**Source:** Oncogene. 2021 Nov 16;41(4):571–85. doi: 10.1038/s41388-021-02113-9
**Supplement:** Supplementary file 11 — Table S2

 Table S2. Primers for real time PCR

| **Gene name**​ | **Forward (5 🡪 3)**​ | **Reverse (5 🡪 3)**​ |
| --- | --- | --- |
| **qRT-PCR**​ | ​ | ​ |
| NAA40 ​ | ATGTAAGCGAGTGTCTGGACT ​ | TGGTTTGCATATTCGTTTTGGTC ​ |
| c-myc​ | CAGCTGCTTAGACGCTGGATTT | ACCGAGTCGTAGTCGAGGTCAT ​ |
| myb​ | GTCCGAAACGTTGGTCTGTT​ | GCCACCTCTCCCTACATTGT​ |
| pola1​ | ATGTGTGCAAAGCTCCTCAC​ | CTTTGGCATGTTGGATCGCT​ |
| TYMS​ | GGGACTTGGGCCCAGTTTAT​ | CTTCTGTCGTCAGGGTTGGT​ |
| MAT1A​ | TGCTGCTGTGTGGTGAGAT​ | GATGTGCTTGATGGTGTCCC​ |
| CTH​ | CCACCCAGAAGGTGATTGA​ | CACGACCAAAATAATGTCTCC​ |
| MMAA​ | TGCATACATCAGGCCATCTC​ | GCTTCATTTGTGGTCCTTGTC​ |
| IFIT1​ | TTCTCCTTGCCCTGAAGCTT​ | TCTGTGAGGACATGTTGGCT​ |
| FOXO4​ | CCATTCCCTGCTATCTCGGA​ | TGCTGTAGGTGTGTAAGGGG​ |
| β-actin​ | AGAGCTACGAGCTGCCTGAC​ | AGCACTGTGTTGGCGTACAG​ |
| **ChIP**​ | ​ | ​ |
| TYMS​ | TCTCTGTGGCTCGACACTTC​ | TGTGAAGACAACACCAAGCA​ |
| Jun ​ | ACTCTGAGCCCTTATCCAGC​ | AAAGAAGGGCCCGACTGTAG​ |

# Supplementary material for: Histone N-terminal acetyltransferase NAA40 links one-carbon metabolism to chemoresistance
**Source:** Oncogene. 2021 Nov 16;41(4):571–85. doi: 10.1038/s41388-021-02113-9
**Supplement:** Supplementary file 12 — Table S3

 Table S3. Antibodies for western blot and IF analysis

| **Antibody name**​ | **Host species**​ | **Dilution**​ | **Catalog #**​ | **Vendor**​ |
| --- | --- | --- | --- | --- |
| H4/H2AS1ph​ | Rabbit​ | 1:1000​ | ab177309​ | Abcam​ |
| H3K4me3​ | Rabbit​ | 1:2000​ | ab8580​ | Abcam​ |
| H3K36me3​ | Rabbit​ | 1:2000​ | ab9050​ | Abcam​ |
| H3K9me3​ | Rabbit​ | 1:1000​ | ab8898​ | Abcam​ |
| H3K27me3​ | Rabbit​ | 1:1000​ | 39156​ | Active motif​ |
| H3K79me3​ | Rabbit​ | 1:1000​ | ab2621​ | Abcam​ |
| H3K79me2​ | Rabbit​ | 1:1000​ | ab3594​ | Abcam​ |
| H3​ | Rabbit​ | 1:4000​ | ab1791​ | Abcam​ |
| H4​ | Rabbit​ | 1:1000​ | 05-805​ | Millipore​ |
| H2A​ | Rabbit​ | 1:1000​ | ab18255​ | Abcam​ |
| β-actin​ | Rabbit​ | 1:1000​ | sc-1616-R​ | Santa Cruz​ |
| V5​ | Rabbit​ | 1:10,000​ | AB3792​ | Millipore​ |
| GAPDH​ | Rabbit​ | 1:2000​ | ab9485​ | Abcam​ |
| Lamin A/C ​ | Mouse​ | 1:1000​ | ab238303​ | Abcam​ |
| NAA40 ​ | Rabbit​ | 1:1000​ | ab106408​ | Abcam​ |

How the deposited data were processed for this re-analysis (not part of the article)

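RNA from HCT116 cells, an established human colorectal carcinoma line, was sequenced in 16 libraries, 4 for each of the groups labelled SCR (−dox), SCR (+dox), NAA40-KD (−dox) and NAA40-KD (+dox), after 96 h with doxycycline at 1 μg/ml or without it. The authors deposited raw counts, the number of reads that featureCounts assigned to each of 33937 genes after alignment with STAR, without normalization or filtering by expression. The methods name the mouse build mm10, while all 33937 identifiers are human Ensembl identifiers. The strand setting of the counting is not given in the paper's text, so the counts of overlapping genes are uncertain. A symbol was found for 33590 identifiers, and 33811 were found in GENCODE release 29, on the human build GRCh38, which gave the coordinates, overlaps and GC content printed here. Overlaps were sought only among the genes listed in the deposited counts. The number of columns of counts that could not be matched to a sample was 0.

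Total counts per library ran from 11065606 to 13855486. The counting error is therefore large for weakly expressed genes such as *MAT1A*, with 22 to 56 counts per library outside the group labelled NAA40-KD (−dox). Groups were taken from the labels of the samples, and no group was inferred from the values. Because *NAA40* is low in the libraries labelled NAA40-KD (−dox) and not in those labelled NAA40-KD (+dox), all groups are called by their labels. Libraries of a group were compared with each other, and the ratio of chi-square to its degrees of freedom for each pair, between 1.74 and 140, was above sampling noise. Separate preparations of the same RNA could exceed this noise as well, so the ratio cannot show that libraries are independent. Each library was counted as a replicate, as the methods state independent RNA samples.

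From the deposited counts, log2 fold changes were computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust quasi-likelihood F tests (two-sided) and Benjamini-Hochberg adjustment, over genes with CPM >1 in at least 4 libraries of the fit. A gene was counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1. The 4 comparisons of 4 libraries against 4 were each fitted on their own 8 libraries, and the interaction of line and doxycycline on all 16. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Levels per library are TMM-normalized CPM, given as mean ± SD. *NAA40* levels were also compared with an exact two-sided permutation test over the 70 arrangements of 4 against 4.

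Lists of genes were written by hand from general knowledge of each process, without a Gene Ontology database, for one-carbon metabolism and the methionine cycle, DNA replication, the G1/S transition, double-strand break repair, the type I interferon response, the response to antimetabolites, p53 targets, ATF4 targets, mitochondrially encoded transcripts, glycolysis, histone methyltransferases, histone demethylases, S phase and G2/M phase. These 14 lists were tested with camera in limma 3.58.1 (preset inter-gene correlation 0.01, two-sided, adjusted over the 14 lists), and differentially expressed genes in the libraries labelled (+dox) were counted in them with Fisher's exact test, two-sided, against all genes tested. The genes named in the text are those that the paper names for its RNA-seq and qRT-PCR, and the genes with the largest changes among differentially expressed genes whose groups did not overlap and whose mean was at least 5 CPM in a group, up to 5 rises and 5 falls in the comparison the paper reports and 3 of each in the others. At most 5 differentially expressed members of each list were also eligible. A gene named by the paper is not reported here, and the counts over single genes leave it out. The samples, designs, lists, this rule and 13 kinds of alternative per comparison were chosen before the data were examined.

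These alternatives were DESeq2 1.42.0 with its size factors, limma-voom, library-size and upper-quartile normalization, no filter on low counts, CPM >1 in every library, a fit over all 16 libraries, the replicate number as a block, each library left out in turn, adjusted p-value thresholds of 0.01 and 0.1, an unadjusted threshold, and no threshold on the fold change. Lists were also tested with fry and with an estimated correlation. After the data had been seen, an offset for GC content was added, fitted per library as a smooth curve (lowess, span 0.3) over the 14366 of 14392 tested genes with a GC content, as was an adjusted p-value threshold of 0.1 without a fold threshold. Leaving out each library for the *NAA40* level, the counts over lists, the overlap of genes and the rank of *TYMS* was added then too. So was a measure of genes in libraries that had not chosen them, for which edgeR's quasi-likelihood test on 2 libraries per group chose the 200 genes with the lowest p among those with an absolute log2 fold change above 1, in each of 36 splits, and their changes in log2 CPM were taken from the remaining libraries. Genes chosen in this way and the interferon list were also compared between the lines across dox labels.

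The tests were checked on simulated counts drawn from the real means and library sizes. All genes and libraries had a dispersion of 0.02, and 200 genes were changed by a log2 fold change of 2. The edgeR test recovered 97.5% of them with 1 false call among 13716 genes, limma-voom 97.5% with 1 and DESeq2 97% with 0. The interaction test recovered 98.5% with 1 false call among 14203 genes. The checks of edgeR, limma-voom and DESeq2 used the groups labelled (+dox). In none of these checks did a library stand apart as NAA40-KD (−dox) replicate 4 did, so the rates may not hold for comparisons with that library. With a GC trend planted in 1 library, the offset lowered the slope of the log2 fold change on GC content. The slope went from 0.160 to 0.00073 log2 units per 10 percentage points of GC, over 13744 genes. The planted trend was weaker than that of NAA40-KD (−dox) replicate 4. The list test called the planted list and 0 others, over 13751 genes. Genes were drawn independently, so this check cannot show how the list test behaves when genes are correlated. Other splits of the libraries of a comparison into 4 and 4 number 35 with the real one, and all were run, while 100 arrangements were drawn for the interaction. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qRT-PCR, metabolite, protein and patient data of the paper were not analysed here.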

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

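Of the tests in this part, the counts over other splits of the libraries, and for the genes of the groups labelled (+dox) the tests of a line difference without doxycycline and of doxycycline alone between the SCR groups, were set in advance, and all the others were chosen only after the result was seen.

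The gap between the highest or the lowest of 4 libraries and its nearest neighbour, divided by the range of the group, exceeded Dixon's critical value for 4 samples in 4 of 64 sets of values, while 3.2 would be given by chance. NAA40-KD (+dox) replicate 1 had a total count of 11065606, against 13414835 to 13855486 in the others of its group (0.842). Its mean correlation with its group was 0.993, as in the other libraries of the group. In SCR (+dox) replicate 2 the 10 most abundant genes took 11.5% of counts, against 9.24% to 9.59% in its group (0.844). Mitochondrially encoded transcripts took 11.4% of its counts, against 8.48% to 9.08% in the others. No biological explanation was tested for these 2 libraries.

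The library labelled NAA40-KD (−dox) replicate 4 had a mean correlation of 0.923 with its group, against 0.968 to 0.969 for the others (gap over range 0.965). Its deviation from the other libraries of its group followed the GC content of genes, with medians of −1.20, −0.66, −0.03, 0.58 and 1.11 log2 units in groups of genes from the lowest to the highest GC content. GC content accounted for 79.7% of the variance of this deviation, against 39.2% for the next library, SCR (+dox) replicate 4, and an offset for GC content raised its mean correlation to 0.981. The limit set for this test, 2 times the next library, was passed narrowly, and the reference for replicates 1 to 3 of the group was changed after a first result was seen, so that replicate 4 no longer entered their means. Before that change GC content accounted for 43.3% to 53.5% of the variance of replicates 1 to 3. Gene length accounted for 4.96%, within the 11.0% reached elsewhere, and the 10 most abundant genes took 7.87% of counts, within 7.37% to 13.9%. The libraries with smaller totals had mean correlations of at least 0.986 with their groups, which argues against depth. A GC-dependent step in library preparation or sequencing may therefore set this library apart, and a change in its RNA stays open, since no label names a batch. *MYC* was at 372 CPM in this library, against 212 to 238 CPM in its group (gap over range 0.838). With the GC offset this value fell to 0.569, under the critical value, which is consistent with the same trend. A first version of this test on the log2 scale started at 0.795, under the critical value already, and decided nothing.

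*NAA40* and most of the genes labelled in Fig. 1A changed differently between the lines under the 2 dox labels. The log2 fold changes of the interaction of line and dox label, the change from (−dox) to (+dox) in NAA40-KD minus that in SCR, were 1.46 for *NAA40* (adjusted p = 0.00022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −2.12 for *MAT1A*, −0.83 for *CTH*, −1.14 for *MMAA*, 1.19 for *TYMS*, 2.90 for *MYB*, 1.58 for *POLA1*, −2.10 for *IFIT1* and −1.30 for *FOXO4*. Their adjusted p-values lay between 2.22e-05 and 0.0249 (edgeR), and under 0.05 in all 16 fits that left out a library except for *MMAA*, which had 12 of 16 and an adjusted p of 0.0576 without SCR (−dox) replicate 1. *POLA1*, *IFIT1*, *MMAA* and *TYMS* overlap other annotated genes and their counts are uncertain.

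That *NAA40* is low in the libraries labelled NAA40-KD (−dox) goes against the labels, since doxycycline induces the shRNA. An shRNA active without doxycycline would leave *NAA40* low in both NAA40-KD groups, but it was at 111% of SCR in the libraries labelled NAA40-KD (+dox), and 109% to 113% with a library left out (113% without NAA40-KD (+dox) replicate 3, where the exact permutation test gave p = 0.0286). If the libraries labelled NAA40-KD (+dox) came from SCR cells, they would differ from both SCR groups by about as few genes as these from each other, but 209 genes were differentially expressed against SCR (−dox). GC content is argued against as the whole cause by a log2 fold change of −1.36 for *NAA40* with the offset. A candidate explanation that the tests leave open is that the dox labels of the NAA40-KD libraries are exchanged. Of 8 genes coloured in Fig. 1A, *NAA40* not counted, 8 moved the paper's way in the libraries labelled (−dox), 7 of them with an adjusted p under 0.05 (edgeR), and 0 of 8 in those labelled (+dox). With only the NAA40-KD labels exchanged, the controls would change too. Against SCR (+dox), the libraries labelled NAA40-KD (−dox) had 8 of these genes moving the paper's way, 5 with an adjusted p under 0.05 (edgeR). Against SCR (−dox), those labelled NAA40-KD (+dox) had 4, of which 0 passed. Direction alone says little, since these genes move together, and all 8 also had the paper's sign between the SCR groups, where none had an adjusted p under 0.05. Whether the labels of the SCR groups are exchanged as well, as the other reading of the short names would have it, was not decided by any value, since these groups differed in 0 genes, or 8 with an unadjusted p under 0.05.

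In comparisons the paper does not report, 552 genes differed between the libraries labelled NAA40-KD (+dox) and NAA40-KD (−dox), and 483 between those labelled NAA40-KD (−dox) and SCR (−dox). Leaving out a library gave 235 (without NAA40-KD (+dox) replicate 4) to 504 (without NAA40-KD (−dox) replicate 4) for the former, and 182 (without SCR (−dox) replicate 4) to 587 (without NAA40-KD (−dox) replicate 4) for the latter. For each, 1 of the 35 splits of the 8 libraries gave as many genes, the real one. The comparison of NAA40-KD (+dox) with SCR (+dox) also had 1 of 35, the interaction, with 646 genes, 1 of 100 arrangements, and the comparison of the SCR groups, with 0 genes, 35 of 35, the largest other split giving 3 genes. GC content is argued against as the whole cause, since 280 of the 298 genes of the comparison labelled (+dox) and 416 of the 483 were still differentially expressed with the offset.

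A standing difference between the cell lines was weighed for both comparisons of NAA40-KD with SCR. The 275 genes differentially expressed in the libraries labelled (+dox) and tested in both had a median log2 fold change of 1.24 in their own direction there, and of 0.47 in those labelled (−dox), with 79.6% keeping their sign and 40.7% keeping more than 0.5 of their change. The 452 of the libraries labelled (−dox) had 1.30 there and 0.22 in the others, with 69.5% and 18.6%. These medians lie between no change and the full change, so that for these genes as sets a part that differs between the lines under both labels and a part tied to the dox label cannot be told apart. A line difference of one size under both labels as the whole cause is argued against by genes chosen on 2 libraries per group and measured in the libraries that did not choose them. Over 36 splits, 200 genes chosen in each from the libraries labelled (+dox) had medians of 0.93 to 1.21 in the remaining libraries of these groups, and of 0.14 to 0.79 in pairs of libraries per group labelled (−dox). Those chosen from the libraries labelled (−dox) had 0.76 to 1.36, and 0.037 to 0.45 in those labelled (+dox). The splits overlap and are not independent, and 124 to 168 of the 200 were among the 298 genes and 105 to 183 among the 483. An effect of doxycycline alone cancels by design in the comparison labelled (+dox), since both of its groups carry that label, and would cancel as well if the labels of both lines were exchanged. With those of one line exchanged it would leave a median near 0 between the libraries labelled NAA40-KD (+dox) and SCR (−dox). Genes chosen as above, 200 in each of 36 splits, had medians of 0.71 to 1.10 there in libraries that had not chosen them, which argues against it as the whole cause. Between the SCR groups, 282 of its genes had a median of −0.22 in their own direction, with 15.6% keeping their sign. Because both comparisons share the SCR (+dox) libraries, unchanged groups were simulated against them, which gave −0.13 to −0.07 over 100 draws. The observed median lies outside this range, and its cause was not tested. A biological effect of lower *NAA40* stays open for the genes of the libraries labelled (−dox), as a hypothesis, since the labels themselves are in doubt.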

How the results depend on the processing

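Leaving out each library for the *NAA40* level, over-representation, the overlap of genes and the rank of *TYMS*, the GC offset, and an adjusted p under 0.1 without a fold threshold were chosen after the results were seen.

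The number of differentially expressed genes between the libraries labelled NAA40-KD (+dox) and SCR (+dox), 298, was 293 with DESeq2, 302 with limma-voom, 289 with library-size and 301 with upper-quartile normalization, 274 in the fit over all 16 libraries, and 251 to 303 with a library left out. It was 504 without a filter on low counts and 168 with CPM >1 in every library, where other numbers of genes are tested, and 3402 without a threshold on the fold change. A threshold of 0.1 on the adjusted p without one on the fold change, chosen after seeing the data, gave 4537. Of the 298 genes 48 were higher, and the number of higher genes was 30 in the fit over all 16 libraries, 104 without a filter, 19 with CPM >1 in every library, and 35 (without NAA40-KD (+dox) replicate 4) to 75 (without SCR (+dox) replicate 2) with a library left out. Between the SCR groups, where the number was 0, it was 1 without a filter on low counts, and 8 at an unadjusted p under 0.05.

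For the libraries labelled NAA40-KD (+dox) against NAA40-KD (−dox), with 552 genes, the number was 209 at an adjusted p under 0.01 and 1414 without a threshold on the fold change, and ran from 235 without NAA40-KD (+dox) replicate 4 to 504 without NAA40-KD (−dox) replicate 4. The comparison of NAA40-KD (−dox) with SCR (−dox) had 483 genes, and it was 137 at an adjusted p under 0.01, 734 at an unadjusted p under 0.05, 892 without a threshold on the fold change and 1692 at an adjusted p under 0.1 without one, the last chosen after seeing the data. It was also 739 without a filter on low counts and 772 in the fit over all 16 libraries, and ran from 182 without SCR (−dox) replicate 4 to 587 without NAA40-KD (−dox) replicate 4. Apart from the thresholds and the number of genes or libraries entered, the cause was not tested. Without NAA40-KD (−dox) replicate 4, 355 of the 587 genes were among the 483. Leaving out this library and also the threshold on the fold change gave 5021 genes at an adjusted p under 0.05, against 892 with it. This combination was not among the alternatives set in advance. The interaction gave 646 genes, and 477 (without NAA40-KD (+dox) replicate 3) to 733 (without NAA40-KD (−dox) replicate 1) with a library left out.

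The *NAA40* level of the libraries labelled NAA40-KD (+dox), 111% of SCR (+dox), was 109% without NAA40-KD (+dox) replicate 4 and 113% without replicate 3, where it passed the exact permutation test. The log2 fold changes of 4 genes in the libraries labelled (+dox) were near 0 and changed sign. Leaving out a library gave −0.14 to 0.089 for *MAT1A* (the latter without SCR (+dox) replicate 3), −0.088 to 0.055 for *MMAA* (without SCR (+dox) replicate 3), −0.12 to 0.024 for *IFIT1* (without NAA40-KD (+dox) replicate 4) and −0.086 to 0.042 for *ACTB* (without SCR (+dox) replicate 3), and the GC offset, chosen after seeing the data, gave 0.025 for *MAT1A* and 0.021 for *ACTB*. The cause was not tested.

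The number of lists called depended on how the correlation between genes was treated. With an estimated correlation it fell from 5 to 1 in the libraries labelled (+dox), from 10 to 0 between the SCR groups, from 10 to 6 between the NAA40-KD groups, and from 11 to 1 in the libraries labelled (−dox). Under fry it was 0 between the SCR groups. With the preset correlation, where it was 10, leaving out a library of these groups gave 5 (without SCR (+dox) replicate 4) to 9 (without SCR (+dox) replicate 1). For histone demethylases in the libraries labelled (−dox), camera's direction was upward, and it was downward under fry (median −0.024). Only 4 of the 8 fits that left out a library kept the upward direction. Their medians ran from −0.067 without NAA40-KD (−dox) replicate 2, where it was downward, to 0.011 without NAA40-KD (−dox) replicate 4. The members of this list went both ways and the cause was not tested. Over-representation, with 2 lists, gave 1 list without a threshold on the fold change and in the fits that left out a library, except 2 without NAA40-KD (+dox) replicate 2. The genes shared with the same sign by the comparisons labelled (+dox) and (−dox), 48, became 259 without a threshold on the fold change, and 20 without SCR (−dox) replicate 3 to 63 without NAA40-KD (−dox) replicate 4. The cause was not tested.

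The deviations of libraries with the same replicate number correlated at 0.034 to 0.24 between the NAA40-KD groups, −0.04 to 0.19 between the groups labelled (+dox), −0.28 to 0.02 between the SCR groups and −0.42 to 0.14 between those labelled (−dox). In no comparison were all 4 correlations above 0.1, although 3 of 4 were between the NAA40-KD groups, so that the numbers were not taken to pair the samples. With the replicate block, 299 genes were differentially expressed in the libraries labelled (+dox), 452 between the NAA40-KD groups, 622 for the interaction and 82 in the libraries labelled (−dox), of which 81 were among the 483. The block uses up degrees of freedom. Of 76 results for single genes and lists, 66 kept their direction and their side of the threshold with it, 7 were no longer past the threshold, 2 came to pass it and 1 changed direction. The last was histone demethylases in the libraries labelled (−dox), with a median of −0.070 and camera's direction downward.

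Of the results for single genes and lists, all 48 kept their direction and their side of the threshold with limma-voom, 47 of 48 with DESeq2, 76 of 76 with library-size normalization, 37 of 38 with upper-quartile normalization, 38 of 38 without a filter and 71 of 71 with CPM >1 in every library. In the fit over all 16 libraries 35 of 38 did so, with the GC offset 66 of 76, with an estimated correlation 14 of 28 and under fry 22 of 28. Depth limits the weakly expressed *MAT1A*, with 22 to 56 counts per library outside the group labelled NAA40-KD (−dox), where a change near 0 was not detectable.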

Differences from the paper's values

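Settings chosen only after the results were seen are named as such.

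The paper's number of differentially expressed genes is 2102, against 298 between the libraries labelled NAA40-KD (+dox) and SCR (+dox), the groups the paper compares, and 483 between those labelled NAA40-KD (−dox) and SCR (−dox). None of the alternatives set before the data were examined closed the gap in either comparison. In the former they gave 168 to 3402 genes, and in the latter 82 to 892. An adjusted p under 0.1 without a threshold on the fold change, chosen after seeing the values, gave 1692 genes in the libraries labelled (−dox), within 1.5 times the paper's number, and 4537 in those labelled (+dox), not within it. Comparing the libraries labelled NAA40-KD (−dox) with those labelled SCR (+dox) in the same way gave 1531, also within 1.5 times, and was also chosen after seeing the values. Between the groups labelled (−dox), the number without a fold threshold depended strongly on NAA40-KD (−dox) replicate 4. At an adjusted p under 0.05 it was 892 with this library and 5021 without it, a combination not set in advance. The closeness of 1692 to the paper's number is therefore weak evidence.

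The paper shows *NAA40* as lower in the NAA40-KD cells (Fig. 1A), but its log2 fold change in the libraries labelled NAA40-KD (+dox) against SCR (+dox) was 0.15. The paper shows *MAT1A*, *CTH*, *MMAA*, *IFIT1* and *FOXO4* as higher on loss of NAA40, and their log2 fold changes in these libraries were −0.02, −0.29, −0.03, −0.05 and −0.48. It shows *TYMS*, *MYB* and *POLA1* as lower, and their log2 fold changes were 0.19, 0.78 and 0.10. *MAT1A* (0.09, and 0.03 with the GC offset chosen after seeing the values) and *MMAA* (0.06) took the paper's sign when SCR (+dox) replicate 3 was left out, as did *IFIT1* (0.02) without NAA40-KD (+dox) replicate 4, none past the threshold. These 8 genes had the paper's sign in the libraries labelled (−dox). There *CTH* (0.55) had an adjusted p of 0.0636 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0105 with DESeq2 (Benjamini-Hochberg), 0.00611 in the fit over all 16 libraries, 0.000383 with the GC offset and 0.000214 without NAA40-KD (−dox) replicate 4 (range of the alternatives 0.000214 to 0.258). *TYMS* (−0.99) lay just inside the fold threshold there, and beyond it with library-size (−1.02) or upper-quartile (−1.00) normalization, without a filter on low counts (−1.03), and without SCR (−dox) replicate 2 (−1.05).

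The paper lists DNA replication and cell cycle transition among its enriched processes. The number of differentially expressed members in the libraries labelled (+dox) was 0 for DNA replication, G1/S and double-strand break repair, with 19, 10 and 27 members at an unadjusted p under 0.05. In the libraries labelled NAA40-KD (−dox) against SCR (−dox), where *NAA40* was low, it was 16 of 54, 5 of 23 and 8 of 50. Over-representation was not tested there.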

Other observations

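All tests of explanations in this part were chosen after the result was seen, except those for lower *TYMS* and higher interferon transcripts in the libraries labelled NAA40-KD (+dox). These had no pattern to explain there, since *TYMS* had a log2 fold change of 0.19 and the interferon list a median of −0.07.

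*TYMS* fell by 0.99 on the log2 scale in the libraries labelled NAA40-KD (−dox) against SCR (−dox), and the other S phase transcripts had a median of −0.95. A lower share of cells in S phase may therefore account for lower *TYMS* in these libraries. GC content as the whole cause is argued against by −1.00 with the GC offset. An effect of NAA40 on *TYMS* itself stays open, and *TYMS* overlaps *TYMSOS* and *ENOSF1*. By qRT-PCR, the paper reports a fall of *TYMS* that came before the loss of growth and was also seen under serum starvation. It also reports a rise of *TYMS* with overexpressed wild-type NAA40 and not with an inactive form. These data were not analysed here. In the libraries labelled NAA40-KD (−dox) against SCR (−dox), the one-carbon list had a median of −0.33. It was −0.32 without the single member shared with the S phase and DNA replication lists. Removing 1 of 31 members hardly changes the list, so that a lower share of cells in S phase and a separate change of the list cannot be told apart.

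The 32 type I interferon transcripts had a median log2 fold change of 0.53 in the libraries labelled (−dox) (adjusted p = 1.67e-08, camera with Benjamini-Hochberg adjustment), with 27 of 32 higher, and the call held in all 8 fits that left out a library and with an estimated correlation (0.00797). GC content as the whole cause is argued against by 0.55 with the offset. Between the SCR groups the list had a median of 0.00012, with 16 of 31 members higher and 4 with an unadjusted p under 0.05 (edgeR). Since its members went both ways, this median decides nothing. A response to doxycycline alone cancels by design here, since both groups are labelled (−dox), and would cancel as well if the labels of both lines were exchanged. With those of one line exchanged it would leave a median near 0 between the libraries labelled NAA40-KD (−dox) and SCR (+dox). The median there was 0.62, with 27 of 32 members higher (adjusted p = 0.00586, camera with an estimated correlation and Benjamini-Hochberg adjustment), and 0.58 to 0.68 with a library left out, which argues against it as the whole cause. With the (+dox) labels the adjusted p was 0.194 (camera with Benjamini-Hochberg adjustment). There 12 members had an adjusted p under 0.05 (edgeR), or 15 adjusted over the list alone, and in those labelled (−dox) 6 and 13. An effect of lower *NAA40* stays open as a hypothesis, with the labels in doubt.

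The 38 ATF4 targets were lower in the NAA40-KD line under both labels, with a median of −0.73 in the libraries labelled (+dox) (adjusted p = 9.59e-43, camera with Benjamini-Hochberg adjustment; 37 of 38 lower) and −0.56 in those labelled (−dox) (6.19e-12, by the same test; 33 of 38 lower). An estimated correlation gave 0.00727 and 0.0759. Over all genes tested, 32 and 11 members had an adjusted p under 0.05 (edgeR), and 35 and 21 adjusted over the list alone. Lower *NAA40* as the cause is argued against by the −0.73, found where *NAA40* was not lower, and GC content by a median of −0.63 with the offset, the one nearer 0 of the comparisons under both labels. A difference between the cell lines stays open. Between the SCR groups the list had a median of 0.22 (adjusted p = 2.30e-19, camera), but 0.523 under fry.

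By Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment, the 298 genes of the libraries labelled (+dox) included 12 of 38 ATF4 targets (odds ratio 21.8, adjusted p = 1.79e-10), 4 of 32 interferon transcripts (odds ratio 6.58, adjusted p = 0.0327) and 3 of 30 p53 targets (odds ratio 5.10, adjusted p = 0.121). The 4 interferon transcripts (*IFI35*, *IFI6*, *IRF7* and *ISG20*) were all lower in NAA40-KD. So were the 3 p53 targets (*GADD45A*, *SESN2* and *TNFRSF10B*), of which *SESN2* is also on the ATF4 list. With a library left out, 1 list passed in each fit except that without NAA40-KD (+dox) replicate 2, where 2 did. Of 13671 genes tested in both comparisons, 275 were differentially expressed in the libraries labelled (+dox) and 452 in those labelled (−dox), 48 in both with the same sign and 2 with opposite signs (odds ratio 10.4, Fisher's exact test, two-sided, p = 8.07e-29), 20 without SCR (−dox) replicate 3. These comparisons share no library, and the log2 fold changes correlated at 0.22 across genes, which are not independent replicates.

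Other lists in the libraries labelled (+dox), with camera and Benjamini-Hochberg adjustment, were p53 targets (30 members, median 0.08, adjusted p = 0.107, and 0.0271 under fry), mitochondrially encoded transcripts (13, 0.06, 0.216), glycolysis (23, −0.26, 3.41e-05), histone methyltransferases (29, 0.17, 0.0705) and histone demethylases (20, −0.15, 0.104). For p53 targets the direction was downward in camera and fry, although the median was above 0 and 17 of 30 members were higher. Leaving out SCR (+dox) replicate 2 gave an adjusted p of 0.0416 for mitochondrially encoded transcripts and for histone methyltransferases, which had 0.0312 without SCR (+dox) replicate 4 and 0.0402 without NAA40-KD (+dox) replicate 3, and leaving out SCR (+dox) replicate 3 gave 0.00477 for histone demethylases (camera). Members with an adjusted p under 0.05 numbered 11, 2, 11, 2 and 8 (edgeR), in the order given, and 11, 2, 11, 2 and 9 adjusted over the list alone.

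For the (−dox) labels, by the same test, p53 targets had a median of 0.33 (adjusted p = 0.0337, camera), with 0.0847 without SCR (−dox) replicate 1, 0.0671 without replicate 3 and 0.0606 without NAA40-KD (−dox) replicate 3. Mitochondrially encoded transcripts had −0.44 (adjusted p = 0.0242, camera), with 0.254 and a median of −0.17 without SCR (−dox) replicate 3 and 0.337 without NAA40-KD (−dox) replicate 4. Glycolysis had −0.10 (adjusted p = 0.249, camera), with −0.33 and 0.00313 without NAA40-KD (−dox) replicate 4. Histone methyltransferases had a median of −0.0038 (adjusted p = 0.489, camera, and 0.0276 under fry), and histone demethylases −0.02 (0.988, camera). Members with an adjusted p under 0.05 numbered 6, 0, 2, 2 and 0 (edgeR), with 14, 2, 8, 9 and 5 at an unadjusted p under 0.05, and 11, 0, 5, 2 and 0 adjusted over the list alone.

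*ACTB*, the reference gene of the qRT-PCR in the paper, had a log2 fold change of 0.98 in the libraries labelled (−dox) (SE 0.24, adjusted p = 0.0450, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.03 in those labelled (+dox) (adjusted p = 0.867, edgeR). The interaction was −0.99 (adjusted p = 0.0270, edgeR). Of 8 fits that left out a library, 1 kept an adjusted p under 0.05, that without NAA40-KD (−dox) replicate 4 (0.66, adjusted p = 0.000228, edgeR), and the others reached 0.138. GC content as the whole cause is argued against by 0.82 with the offset. An effect of lower *NAA40* on *ACTB* stays open and was not tested.

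Among the other genes of Fig. 1A, *MYB* had a log2 fold change of −2.12 in the libraries labelled (−dox) (adjusted p = 0.00342, edgeR), *IFIT1* 2.06 (0.00268), *POLA1* −1.47 (0.0150; 5 of 8 fits that left out a library, up to 0.0609) and *FOXO4* 0.83 (0.0362; only 1 of 8, without NAA40-KD (−dox) replicate 4, at 0.63 and 0.000318). *MYC* had −0.25 (adjusted p = 0.487, edgeR), and −0.50 without NAA40-KD (−dox) replicate 4 (0.000447). *POLA1* overlaps *EEF1B2P3* and *IFIT1* overlaps *LIPA*, so their counts are uncertain.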
